# The Genetic Architecture of the Genome-Wide Transcriptional Response to ER Stress in the Mouse

**DOI:** 10.1371/journal.pgen.1004924

**Published:** 2015-02-04

**Authors:** Clement Y Chow, Xu Wang, David Riccardi, Mariana F. Wolfner, Andrew G. Clark

## Abstract

Endoplasmic reticulum (ER) stress occurs when misfolded proteins accumulate in the ER. The cellular response to ER stress involves complex transcriptional and translational changes, important to the survival of the cell. ER stress is a primary cause and a modifier of many human diseases. A first step to understanding how the ER stress response impacts human disease is to determine how the transcriptional response to ER stress varies among individuals. The genetic diversity of the eight mouse Collaborative Cross (CC) founder strains allowed us to determine how genetic variation impacts the ER stress transcriptional response. We used tunicamycin, a drug commonly used to induce ER stress, to elicit an ER stress response in mouse embryonic fibroblasts (MEFs) derived from the CC founder strains and measured their transcriptional responses. We identified hundreds of genes that differed in response to ER stress across these genetically diverse strains. Strikingly, inflammatory response genes differed most between strains; major canonical ER stress response genes showed relatively invariant responses across strains. To uncover the genetic architecture underlying these strain differences in ER stress response, we measured the transcriptional response to ER stress in MEFs derived from a subset of F1 crosses between the CC founder strains. We found a unique layer of regulatory variation that is only detectable under ER stress conditions. Over 80% of the regulatory variation under ER stress derives from *cis*-regulatory differences. This is the first study to characterize the genetic variation in ER stress transcriptional response in the laboratory mouse. Our findings indicate that the ER stress transcriptional response is highly variable among strains and arises from genetic variation in individual downstream response genes, rather than major signaling transcription factors. These results have important implications for understanding how genetic variation impacts the ER stress response, an important component of many human diseases.

## Author Summary

Genetic variation among individuals can greatly impact the severity of disease outcomes. To understand the effects of different genetic backgrounds on disease presentation, we focused on ER stress, an important cellular stressor that impacts many human diseases. We examined how genetic variation affects ER stress response, at the RNA level, in eight laboratory mouse strains and their hybrid progeny. We find that each mouse strain responds in a unique way to ER stress, and we characterized the patterns of genetic variation that underlie the differences in ER stress response between the strains. We find that the strains show major differences in their inflammatory response to ER stress, a critical component to disease. The results of this study are important for understanding potential ways in which genetic variation in ER stress response could impact disease, and lays the groundwork for future studies in human patients.

## Introduction

The endoplasmic reticulum (ER) is a large cellular organelle that is involved in protein processing, lipid metabolism, and calcium storage. ER stress occurs when misfolded proteins accumulate in the lumen of the ER [1]. A cell responds to ER stress with the unfolded protein response (UPR), which consists of three main signaling branches, IRE1, ATF6 and PERK [1]. The UPR returns the ER to homeostasis by inducing the expression of chaperones and other proteins involved in refolding or degrading misfolded proteins. If ER stress cannot be resolved, the cell will initiate a program of apoptosis, leading to cell death [1].

ER stress is a critical component of many diseases. In some cases, altered ER stress responses can be a primary cause of disease [2]. However, more commonly the response to ER stress is an important modifier of disease severity [2]. Numerous studies have demonstrated that altering ER stress responses in the mouse, either pharmacologically or genetically, has profound effects on disease outcome. This has been demonstrated in different diseases, such as type 2 diabetes, certain forms of cancer, and neurodegenerative diseases. For example, in various mouse models of diabetes, genetic manipulation of *CHOP*, a pro-apoptotic factor mediated by the PERK pathway, prevents ER stress-induced β cell death, resulting in more normal glucose homeostasis [3, 4]. In a form of familial amyotrophic lateral sclerosis, a neurodegenerative motor neuron disease caused by mutations in *SOD1*, ER stress pathways are activated, but different genetic alterations to the PERK pathway can ameliorate [5] or accelerate [6] the disease. These experimental genetic examples are a proof-of-principle that genetic variation in ER stress response may modify the outcome of certain diseases.

While the ER stress response pathway is well studied, it is only recently that we are beginning to understand how genetic variation impacts an individual’s response to ER stress. ER stress-responsive gene expression is variable among immortalized human B cells and this variation is likely heritable [7, 8]. We have recently shown that ER stress responsive gene expression is also highly variable across wild-derived, inbred *Drosophila melanogaster* strains, and that susceptibility to ER stress in these strains is associated with SNPs in canonical ER stress genes, such as *Xbp1*, as well as many novel candidate ER stress genes [9]. Although one need not be surprised that there is inter-individual variability in ER stress response, these studies lay the foundation for understanding how genetic variation in novel and known components of ER stress response modulate the overall response of the cell to an overload of misfolded proteins.

Identifying the variable elements of the ER stress response is a critical first step in understanding how ER stress responses impact disease. Studying variation in ER stress response also provides the opportunity to nominate and eventually functionally validate new genes that influence the ER stress response, genes that may be missed by studying only one inbred laboratory strain [9]. Studies of human ER stress variation are limited to immortalized cell lines [7, 8] and cannot be extended to *in vivo* studies. The mouse, however, is uniquely suited for understanding the genetic variation in ER stress response, both in cultured cell lines as well as *in vivo*, and allows for direct extension to and testing in models of human disease.

Tools for studying genome-wide genetic variation in the mouse are now becoming widely available. For example, the mouse Collaborative Cross (CC) is a large panel of new recombinant-inbred (RI) strains that are derived from eight existing laboratory and wild-derived strains [10]. Together these eight founder strains capture ~90% of the known genetic variation, including SNPs and structural variants, in all available mouse strains [10] and the amount of genetic variation present mirrors that of the human population [11, 12, 13]. Through a carefully designed breeding scheme, each RI strain equally captures a randomized portion of the genomes of each of the eight founder strains [14]. After scoring genotypes of these RI strains, rapid progress in the study of systems genetics and complex traits can be made by phenotypic analysis [14, 15].

To study the extent and genetic architecture of ER stress transcriptional response variation in the mouse, we took advantage of the genetic diversity in the eight founder strains employed in the CC. To identify the genes that are most variable in their transcript-level response to ER stress, we used tunicamycin to induce ER stress in mouse embryonic fibroblasts (MEFs) derived from the CC founder strains. We found that hundreds of genes vary among strains in their ER stress-induced transcript-level responses. Strikingly, the most variable response genes are enriched in inflammation-related transcription factor binding sites and in functions related to inflammatory response and are not major, recognized canonical ER stress genes. To uncover the genetic architecture underlying these strain differences in ER stress-induced gene expression, we measured gene expression in ER stress treated MEFs from a subset of F1 crosses of the eight CC founder strains. We show that variation in ER stress response is controlled by a unique genetic architecture that is not detectable under healthy conditions. The bulk of strain differences in ER stress-induced gene expression derive from differences in *cis*-regulatory control, rather than differences in *trans*-regulatory control. We also find significant effects of ER stress on changes in allele-specific responses on key ER stress response genes. Together these data suggest that there is a decipherable genetic network controlling differences in a basic cellular response like ER stress. Our results also may have important implications for mouse genetic background selection, identifying disease modifiers, and understanding the plasticity of the ER stress response.

## Results and Discussion

### ER stress-induced expression across genetically diverse mouse strains

To evaluate the extent of genetic variation in ER stress-induced gene expression, MEFs derived from the eight founder strains of the CC [10] were exposed to tunicamycin (TM) (or DMSO control). 

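Libraries from 40 MEF cultures of the 8 founder strains were used. MEFs are fibroblasts grown from mouse embryos, and TM was given at 2 ug/ml for 4 h, with DMSO alone for the control cells. A and PWK had 3 control and 3 TM libraries, and B6 and CAST had 2 of each. 129, NOD, NZO and WSB had 2 control and 3 TM libraries. The authors aligned the reads with TopHat to a genome made for each strain and normalized the libraries to each other with TMM in edgeR. They then removed each library that did not cluster with its own condition and normalized the remaining libraries again, so the spread between replicates below is that of the libraries they kept. The deposited values list 13197 genes in each founder library. The paper gives expression as FPKM, but every value is a whole multiple of 1 step per library, with the same step for every gene. The values are therefore reads per gene relative to the TMM-scaled library size, without division by gene length. Reads were recovered from 38 of the 40 libraries. TM replicate 2 of PWK and TM replicate 1 of WSB were left out of this because their step is so close to 0.1 that it can be taken for rounding, although their values are whole multiples of it too. Between 7091923 and 21530282 reads per library were counted on genes, with a median of 14072068 in the 18 control libraries and 10730220 in the 20 TM libraries. The lowest group medians were 7644810 reads in the WSB controls and 9384677 reads in the 129 TM libraries. Within each strain, log2(value + 0.1) was compared between TM and control libraries with limma, over genes with a value of at least 0.5 in at least 2 libraries of that strain. A gene was called induced at a Benjamini-Hochberg adjusted p below 0.01 and a change of at least 1.5 fold. Fold changes are on the log2(value + 0.1) scale, which understates the change of genes with low values.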

TM inhibits glycosylation, causing the accumulation of misfolded proteins in the lumen of the ER, triggering a robust ER stress response (from here forward, ER stress refers to TM-induced ER stress). TM is a commonly used pharmacological agent used to experimentally induce ER stress in MEFs [16] and produces a strong transcriptional response to ER stress that models the ER stress that can occur during disease. MEFs were exposed to 2ug/ml of TM for four hours. This concentration and exposure time is sufficient to induce a strong ER stress transcriptional response, while secondary effects of TM are still absent. Following TM exposure, cells were harvested and RNA was subjected to RNAseq. For each strain, ER stress-induced gene expression in TM-treated cells was compared to expression from DMSO-treated control cells. We defined an ER stress-induced gene as one whose RNA levels are upregulated after TM exposure by at least 1.5 fold (FDR 1%) in at least one of the eight strains. By this criterion, there were a total of 2,182 ER stress-induced genes in these eight mouse strains (S1 Table; Fig. 1A). 

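Between 12543 genes in CAST and 12820 genes in NZO were tested per strain with limma. PWK had 810 induced genes, B6 639, WSB 361, CAST 318, NOD 185, A 44, NZO 41 and 129 40. The union over the 8 strains was 1075 genes. Lowered genes, at the same thresholds, numbered 548 in PWK, 532 in WSB, 408 in B6, 60 in CAST, 21 in NOD and 1 each in 129, A and NZO. The number of induced genes was small where replicate libraries differed most. The median residual SD of a gene was 0.35 (log2) in A, 0.237 in 129 and 0.236 in NZO, against 0.151 in PWK and 0.105 in B6. Single libraries decided several counts. Without TM replicate 3, NZO had 1289 induced genes and the union rose to 1636, and without TM replicate 1 or 2 NZO had 1 induced gene. 129 had 249 induced genes without TM replicate 3. Without TM replicate 2 it had 0, with 934 genes raised by at least 1.5 fold at an unadjusted p below 0.05. With the replicate number as a block, induced genes numbered 807 in 129 and 153 in NZO, but 21 in A and 149 in WSB. The union was 1711 genes at FDR 5% and 631 genes without the trend in the prior variance. From comparisons of this kind the paper defines its ER stress-induced genes as those upregulated in at least 1 of the 8 strains.

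**Figure D1:**
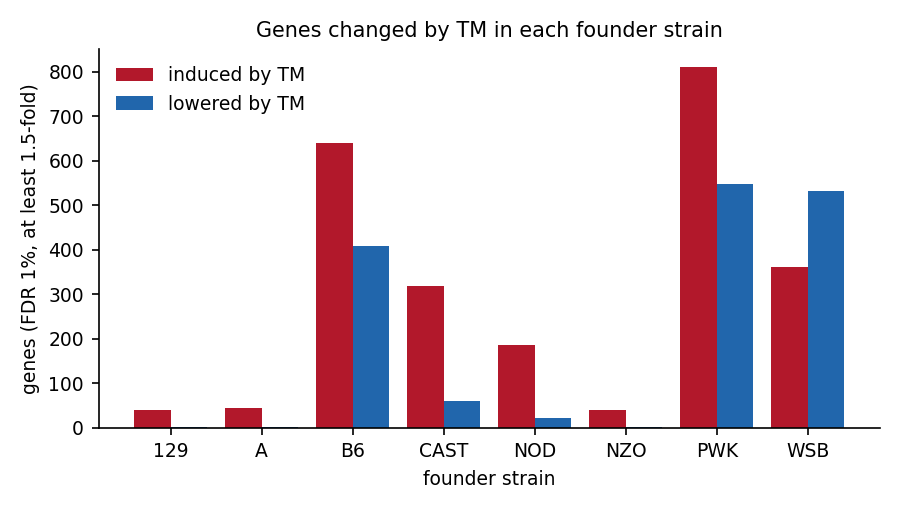
Number of genes induced (red) and lowered (blue) by TM in each founder strain, at FDR 1% and a change of at least 1.5 fold in the limma test of that strain. Bars are counts of genes and carry no error. PWK has the most induced genes, 810, and 129, A and NZO have 40, 44 and 41.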

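Of the 1075 genes induced in at least 1 strain, 19 (1.8%) were past the threshold in all 8 strains. The largest mean log2 fold changes over the strains among them were 4.91 for Ccl20 (ENSMUSG00000026166), 4.30 for Herpud1 (ENSMUSG00000031770), 4.10 for Cxcl1 (ENSMUSG00000029380), 3.90 for Ddit3 (ENSMUSG00000025408) and 3.57 for Gadd45a (ENSMUSG00000036390). The smallest were 1.62 for Zfp57 (ENSMUSG00000036036), 1.89 for Acot2 (ENSMUSG00000021226), 2.10 for Syvn1 (ENSMUSG00000024807), 2.11 for Ero1lb (ENSMUSG00000057069) and 2.11 for Napb (ENSMUSG00000027438). The number induced in all 8 strains was bounded by the strains with the largest spread between replicates. It was 121 with 1 fit over all 40 founder libraries, in which the strains share 1 estimate of the spread, and 71 at FDR 5%. Without TM replicate 2 of 129, where no gene passed, it was 0.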

Among the ER stress-induced genes, 214 (10%) are upregulated in all eight strains and are designated ‘common ER stress-induced genes’. The set of common ER stress-induced genes shows enrichment for ER stress function (e.g. GO:0006986: response to unfolded protein, *q* = 1.45×10^-4^ and GO:0034976: response to endoplasmic reticulum stress, *q* = 0.048; Table 1). Some of these common induced genes include canonical ER stress genes such as *Xbp1*, *CHOP* (*Ddit3*), *Bip* (*Hspa5*), *Atf4*, and *Hyou1* (Fig. 1B). Additionally, common ER stress-induced genes are enriched for genes with the NFYA and C/EBPα transcription factor binding sites (Table 2). 

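Hspa5 (ENSMUSG00000026864), which encodes Bip, rose from 869.6 ± 68.1 (SD, n = 2) in control cells to 6270 ± 159 (SD, n = 2) in TM-treated cells of B6, a log2 fold change of 2.85 (SE 0.08, adjusted p = 8.85e-14, limma). Over the 8 strains its change lay between 5.75 fold in NOD and 8.32 fold in NZO, and it passed the threshold in all 8. Ddit3, which encodes CHOP, did so too, with 9.26 fold in B6 and 20.1 fold in NZO. Xbp1 (ENSMUSG00000020484) rose by 2.08 to 2.44 fold in all 8 strains and was past the threshold in 5. In 129, A and NZO its adjusted p (limma) was 0.015, 0.0215 and 0.0111. Atf4 (ENSMUSG00000042406) rose by 1.89 to 2.82 fold and Hyou1 (ENSMUSG00000032115) by 2.42 to 3.98 fold, and both were past the threshold in 5 strains, again not in 129, A or NZO.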

NFYA interacts with the ER stress transcription factor ATF6, to bind to the ER stress responsive elements, ERSE and ERSEII [17, 18]. C/EBPα interacts with CHOP, a PERK/ATF4 induced transcription factor, under ER stress. Strikingly, we did not observe enrichment for functions related to apoptosis and cell death, indicating that apoptosis signaling has not been initiated in the MEFs. The enrichment of canonical ER stress genes in the set of common ER stress-induced genes is a ‘proof-of-principle’ that TM sufficiently induces the ER stress response in all eight strains and that observations made from these studies reflect strong ER stress responses.

**Figure 1:**
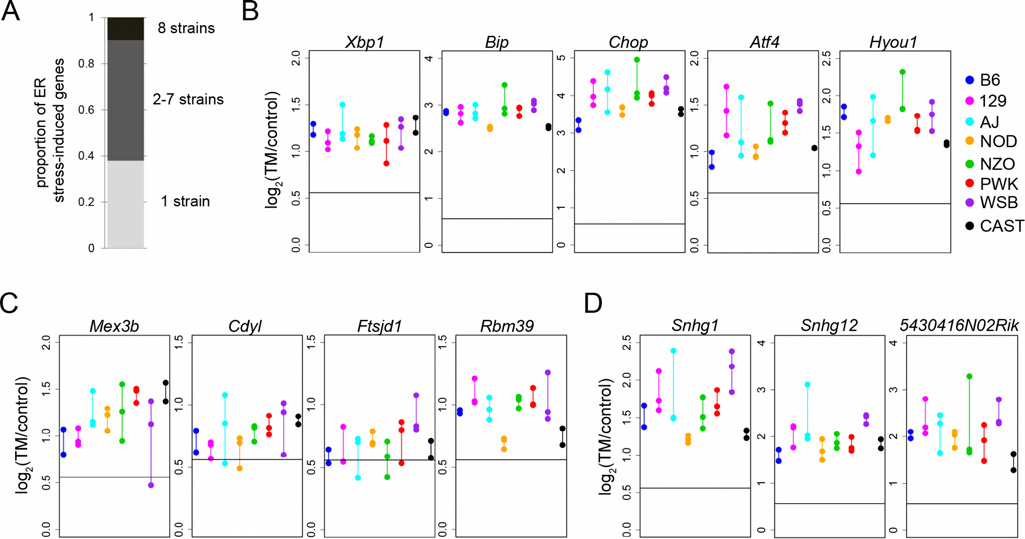
ER stress-induced genes. (A) Proportion of ER stress-induced genes that are shared among strains and genes that are uniquely upregulated in only one strain. Change in gene expression is displayed for common ER stress-induced genes with known ER stress functions (B), genes with functions that regulate gene expression (C), and noncoding RNAs (D). For each strain (different colors), all biological replicates are displayed as points connected by a vertical line (B-D). Horizontal line represents 1.5 fold change (B-D). TM: tunicamycin.

**Table 1:** GO analysis.

	**GO**	**Term**	**fold enrichment**	***p***	***q***
**ER stress induced genes**	GO:0051789	response to protein stimulus	10.4	9.0×10^-8^	0.00011
	GO:0006986	response to unfolded protein	13.7	2.5×10^-7^	0.00014
	GO:0006350	Transcription	2.0	9.7×10^-6^	0.00381
	GO:0045449	regulation of transcription	1.7	0.00011	0.03194
	GO:0006984	ER-nuclear signaling pathway	16.5	0.00021	0.04872
	GO:0034976	response to endoplasmic reticulum stress	15.8	0.00025	0.04756
**ER stress induced genes with strain effect**	GO:0005125	cytokine activity	6.2	4.3×10^-9^	1.5×10^-6^
	GO:0008009	chemokine activity	14.8	1.2×10^-7^	2.1×10^-5^
	GO:0042379	chemokine receptor binding	14.4	1.5×10^-7^	1.7×10^-5^
	GO:0008083	growth factor activity	4.9	8.7×10^-5^	0.00756

**Table 2:** Transcription factor binding site analysis.

**ER stress induced genes**						
TF	Z-score	Fisher score	Target gene hits	Target gene non-hits	Background gene hits	Background gene non-hits
NFYA	22.75	1.94E-03	76	103	4824	10326
ReL	22.35	3.04E-03	111	68	7798	7352
NF-kB	16.76	3.24E-03	89	90	5960	9190
ELK1	11.7	1.44E-02	140	39	10697	4453
C/EBPα	14.44	1.67E-02	113	66	8322	6828
NF-kB1	16.78	4.59E-02	43	136	2832	12318
**ER stress induced genes with strain effect**						
TF	Z-score	Fisher score	Target gene hits	Target gene non-hits	Background gene hits	Background gene non-hits
ReLA	32.77	0.01115	37	46	4846	10304
NF-kB1	23.04	0.02924	23	60	2832	12318

Among the common ER stress-induced genes are some genes with no previously known function in the ER stress response. These putative ER stress genes fall into diverse categories. In some cases, genes not previously implicated in ER stress response have functions in processes that are important to the ER stress response. These include genes involved in Golgi trafficking (i.e. *Rab39b*), oxidoreductase activity (*Oxnad1*), and energy metabolism (*Cpox*). This co-occurrence of novel putative ER stress genes with canonical ER stress genes, across all eight strains, suggests that these response genes might be important in ER stress and warrant future study.

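Rab39b (ENSMUSG00000031202) rose by 1.98 fold in CAST to 4.15 fold in A and was past the threshold in 5 of the 8 strains. Oxnad1 (ENSMUSG00000021906) changed least of these genes, from 1.46 fold in NOD to 1.79 fold in PWK, and passed in 2 strains. Cpox (ENSMUSG00000022742) rose by 2.42 to 3.12 fold and passed in 6 strains. In the strains where these genes did not pass, the adjusted p (limma) reached 0.141 for Rab39b, 0.182 for Oxnad1 and 0.111 for Cpox.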

In addition to the enrichment of ER stress-related functions, common ER stress-induced genes are also enriched for functions involved in transcription (GO:0006350: transcription − *q* = 0.0038 and GO:0045449: regulation of transcription − *q* = 0.0319; Table 1). Forty-seven of the 214 common ER stress-induced genes are involved in the ‘regulation of transcription’ (GO:0045449). Some of these genes encode known ER stress transcription factors such as Xbp1 and Atf4. However, other transcription factors, like Arid5a, have no previously known role in ER stress. 

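Arid5a (ENSMUSG00000037447) was raised by TM by 2.27 fold in 129 to 4.03 fold in PWK. It passed the threshold in 7 strains, and its largest adjusted p (limma) was 0.0358.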

Even more striking, at least 15 of these transcription factors are unstudied zinc-finger proteins with no known function (e.g. Zfp191 and Zfp202). This enrichment for transcription factors with unknown function reinforces the idea that that the ER stress response involves a complex network of gene regulation, as condition-dependent elevation of transcription factor expression nearly always stimulates expression of downstream target genes as well [19].

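The change of Zfp191 (ENSMUSG00000051469) lay between 1.54 fold in NOD and 1.91 fold in NZO, and that of Zfp202 (ENSMUSG00000025602) between 1.76 fold in CAST and 2.40 fold in A. Each was at least 1.5 fold in all 8 strains and past the threshold in 3 of them. The largest adjusted p (limma) was 0.135 for Zfp191 and 0.0776 for Zfp202.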

A large component of the ER stress response involves changes in gene expression through different mechanisms including transcriptional regulation, RNA degradation, and sequestration of RNAs to stress granules [19]. In addition to the enrichment in transcription-related functions, we also identified genes that regulate gene expression through other mechanisms. Some of these genes function in chromatin remodeling (*Cdyl*), RNA binding (*Mex3b*), and RNA metabolism (*Ftsjd1* and *Rbm39*) (Fig. 1C). 

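Cdyl (ENSMUSG00000059288) rose by 1.56 to 1.85 fold over the 8 strains and Mex3b (ENSMUSG00000057706) by 1.92 to 2.82 fold, each past the threshold in 4 strains. Ftsjd1 (ENSMUSG00000046441) rose by 1.49 fold in NZO to 1.91 fold in WSB and passed in 2 strains. Rbm39 (ENSMUSG00000027620) rose by 1.66 to 2.12 fold and passed in 3.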

Non-coding RNAs (ncRNAs) are contributors to another mechanism of regulating gene expression [20]. We also identified a number of ncRNAs that are upregulated across all eight strains by ER stress. These include the lincRNAs *Snhg1* and *Snhg12* and other ncRNAs like *2410006H16Rik*, *5430416N02Rik*, and *9430008C03Rik* (Fig. 1D). 

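Snhg12 (ENSMUSG00000086290) rose from 42.2 ± 4.71 (SD, n = 2) to 128.8 ± 14.95 (SD, n = 2) in B6 and from 24.4 ± 3.69 (SD, n = 2) to 129.2 ± 8.91 (SD, n = 3) in WSB, and it passed the threshold in 7 strains. Only in A, with 26.5 ± 1.12 (SD, n = 3) and 147.5 ± 72.2 (SD, n = 3), did it not, at an adjusted p of 0.0123 (limma). Snhg1 (ENSMUSG00000090867) passed in 5 strains, 2410006H16Rik (ENSMUSG00000086841) in 4, 5430416N02Rik (ENSMUSG00000084877) in 6 and 9430008C03Rik (ENSMUSG00000085385) in 5. The counting behind the deposited values is not stated to use strand, so reads of overlapping or antisense genes could be shared with these transcripts.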

Little is known of the exact role of ncRNAs in regulating the ER stress response. However, recent studies have suggested that ncRNAs might be important in fine-tuning the ER stress response. For example, the ncRNA *Gadd7* regulates reactive oxygen species induced ER stress through a feed-forward loop [21] and certain miRNAs are now known to be regulated by ER stress [22, 23, 24]. For the most part, however, the mechanisms of these actions are unknown. The fact that these ncRNAs are all upregulated over two-fold in response to ER stress across eight diverse mouse strains, suggests that they may play an important role in ER stress response.

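Across the 8 strains the lowest and highest fold changes were 2.45 and 4.50 for Snhg1, 3.04 and 5.29 for Snhg12, 2.79 and 5.67 for 5430416N02Rik, and 2.24 and 3.26 for 9430008C03Rik. 2410006H16Rik changed by 1.81 fold in NZO to 3.00 fold in WSB and was over 2 fold in 4 of the 8 strains. By the median log2(TM/control) against the median control, it was below 2 fold only in B6 (0.883) and NZO (0.747). Its adjusted p (limma) reached 0.147.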

### ER stress-induced expression is variable among mouse strains

The eight genetically diverse founder strains of the CC provide the opportunity to identify the genes that display variation in ER stress-induced expression. Due to the strong conservation of the ER stress response, studying these genes in the mouse may provide clues as to which portions of the response network can be subject to variation in the human population. In fact, most ER-stress induced genes are not upregulated in all eight strains. 

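Genes past the threshold in 1 strain only numbered 481, which is 44.7% of the 1075. They came from PWK (252), B6 (131), WSB (68), CAST (25) and NOD (5), the strains with the lower spread between replicates, and none came from 129, A or NZO. Many of them also rose in other strains without passing the test. Of the 481, 391 (81.3%) changed by 1.5 fold or more in at least 1 other strain and 366 (76.1%) were above control in all the other 7. Among the 10888 genes induced in no strain, the same shares, with 1 strain left out at random, were 12.3% and 15.1%. When the difference between strains was itself tested, 94 of the 481 genes had a strain effect at FDR 1% against the median control as a fixed reference, and 4 had a strain by treatment interaction. The number in 1 strain only was 799 at FDR 5%.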

Of the 2,182 ER stress-induced genes, 829 (38%) are uniquely upregulated by ER stress in only one of the eight strains. 1139 genes (52%) showed shared up-regulation in two to seven strains (S1 Table; Fig. 1A).

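Here 575 genes (53.5%) were past the threshold in 2 to 7 strains. Of these, 232 passed in 2 strains, 170 in 3, 83 in 4, 54 in 5, 23 in 6 and 13 in 7. The number fell to 80 without the trend in the prior variance, the alternative that moved it most.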

To identify the genes with the most variable ER stress-induced expression among strains, gene expression results were tested using linear models to assess differences among the eight strains. 

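For each of the 22 TM libraries, log2(TM/control) was computed against the median control value of its strain, as in the paper, with 0.1 added to both values. A moderated F test over the 8 strains (limma) was then applied to the 1075 induced genes. A strain effect at FDR 1% was found for 246 genes (22.9%). An unmoderated F test gave 252 genes, 220 of them shared with the 246. Both tests treat the median control as known without error. The methods describe MEFs pooled from 1 litter, so spread between cell preparations of a strain enters neither test. On simulated data over 11581 genes in 38 libraries, with 200 genes changed, 193 of 383 calls of the moderated test were false, a share that does not carry over to the 1075 genes. With the spread of the control libraries in the model, as a strain by treatment interaction over all 40 libraries, 42 genes (3.9%) passed, all of them among the 246, and 212 had an unadjusted p below 0.05. Leaving out 1 TM library or 1 control library at a time gave between 196 and 342 genes.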

14.5% of ER stress-induced genes (317/2182 genes) show a significant strain effect on their induced expression (FDR 1%, S2 Table). Strikingly, the ten genes with the most significant strain effect all have very clear roles in inflammation (in order of statistical significance of strain effect: *Cxcl2*, *Apobec1*, *Plk2*, *Agpat9*, *Ccl20*, *Pdgfb*, *Lif*, *Cxcl1*, *Mmp9*, and *Clec4e*; Fig. 2A). 

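The paper ranked these 10 genes on the same libraries, so they are not an independent test. All 10 genes had a strain effect (limma, moderated F test), and 7 of them were among the 10 smallest adjusted p. Cxcl2 (ENSMUSG00000058427) had the smallest, 4.88e-11. Its median log2(TM/control) was 2.40 in 129, 4.58 in WSB and between 5.23 and 6.91 in the other 6 strains. Apobec1 (ENSMUSG00000040613) ranged from 0.25 in CAST to 2.25 in A (adjusted p = 6.32e-08, limma) and Plk2 (ENSMUSG00000021701) from 0.58 in 129 to 1.53 in PWK (adjusted p = 3.1e-06, limma). For Cxcl2 and Apobec1 the lowest strain lay below every TM library of the other 7 strains. Agpat9 (ENSMUSG00000029314) ranged from 0.34 in WSB to 1.74 in PWK, and it was the 1 gene of the 10 that did not pass the interaction test, at an adjusted p of 0.0336 (limma). Ccl20, Pdgfb (ENSMUSG00000000489), Lif (ENSMUSG00000034394), Cxcl1 and Mmp9 (ENSMUSG00000017737) all had their lowest median in 129. For Mmp9 it was -0.06, against 1.52 in A. Clec4e (ENSMUSG00000030142) was listed at 0 in all control libraries of 129, NOD and WSB and at 0.0335 ± 0.058 (SD, n = 3) or less in their TM libraries, so no fold is given there. Its highest median was 3.82 in CAST, from 0.0824 ± 0.117 (SD, n = 2) to 2.56 ± 0.901 (SD, n = 2). The smallest adjusted p after Cxcl2 were those of Ccl20 (6.05e-10), Lcn2 (ENSMUSG00000026822) (6.79e-09), Cxcl1 (2.59e-08) and Casp4 (ENSMUSG00000033538) (3e-08). Lcn2 and Casp4 did not pass the interaction test (adjusted p = 0.0597 and 0.0343, limma). From the genes with a strain effect, the paper proposes that the inflammatory response to ER stress is an important difference between strains.

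**Figure D2:**
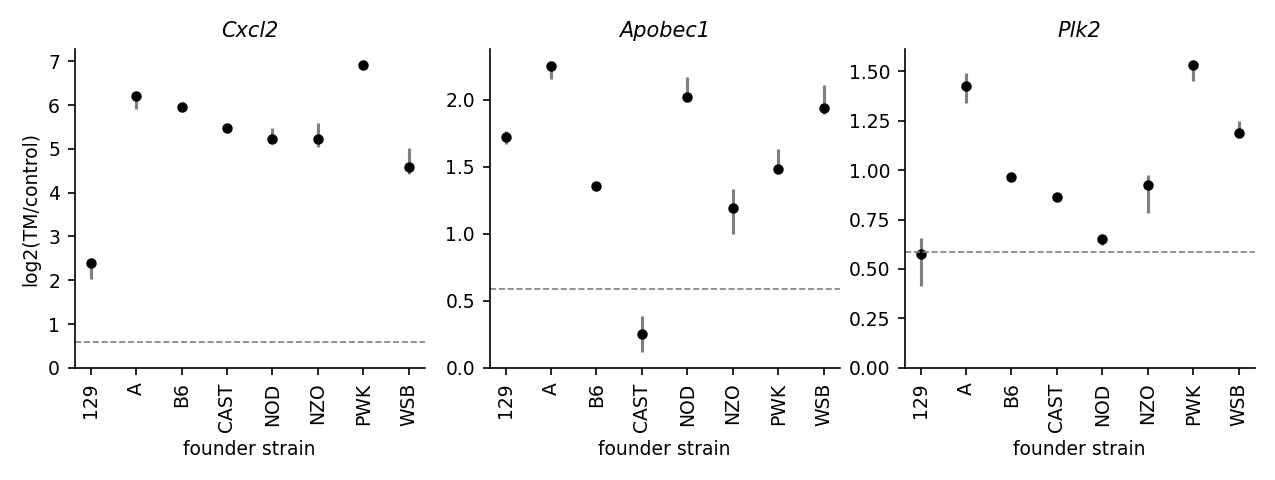
Response to TM of Cxcl2, Apobec1 and Plk2 in the 8 founder strains, as log2(TM/control) on the log2(value + 0.1) scale. Points are the strain medians, vertical lines run from the lowest to the highest TM replicate (n = 2 or 3) and the dashed line marks 1.5 fold. The scale of the vertical axis differs between the genes. Cxcl2 is lowest in 129 (2.40) and Apobec1 in CAST (0.25).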

GO analysis of the ER stress-induced genes with a strain effect further demonstrated a strong enrichment for inflammation functions. The three most significant GO categories are cytokine activity (GO:0005125: *q* = 1.49×10^-6^), chemokine activity (GO:0008009: *q* = 2.09×10^-5^), and chemokine receptor binding (GO:0042379: *q* = 1.73×10^-5^) (Table 1). We did not find enrichment of genes specifically involved in apoptosis signaling. Genes showing the most variable ER-stress-induced expression are also enriched for the inflammation related transcription factor binding sites, RelA and NF-kB1 (Table 2), but are not enriched for transcription factor binding sites related to ER stress signaling. The RelA and NF-kB1 transcription factors are members of the NF-κB family of transcription factors and dimerize in various combinations to control gene expression in response to stimuli such as inflammation [25]. 

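Nfkb1 (ENSMUSG00000028163), Nfkb2 (ENSMUSG00000025225) and Relb (ENSMUSG00000002983) were among the induced genes with a strain effect (limma, moderated F test). The median log2(TM/control) of Nfkb1 ran from 0.41 in 129 to 1.05 in NOD (adjusted p = 0.00557, limma), that of Nfkb2 from 0.25 in 129 to 1.10 in PWK (adjusted p = 0.00149, limma) and that of Relb from 1.07 in CAST to 1.96 in PWK (adjusted p = 0.000813, limma). Rela (ENSMUSG00000024927) was past the threshold for induction in no strain, with changes between 1.06 and 1.45 fold. Over all 13197 genes its strain effect had an adjusted p of 0.138 (limma). In the interaction test none of the 3 induced genes passed, with an adjusted p of 0.0788 for Nfkb1, 0.126 for Nfkb2 and 0.0711 for Relb (limma).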

In fact, we find that transcript levels of four members of the NF-κB family of transcription factors show significant variation among strains: *Nfkb1* (*q* = 0.009; encoding NF-kB1), *Nfkb2* (*q* = 0.003; encoding NF-kB2), *Rela* (*q* = 0.03; encoding RelA), and *Relb* (*q* = 0.002; encoding RelB) (S2 Table).

**Figure 2:**
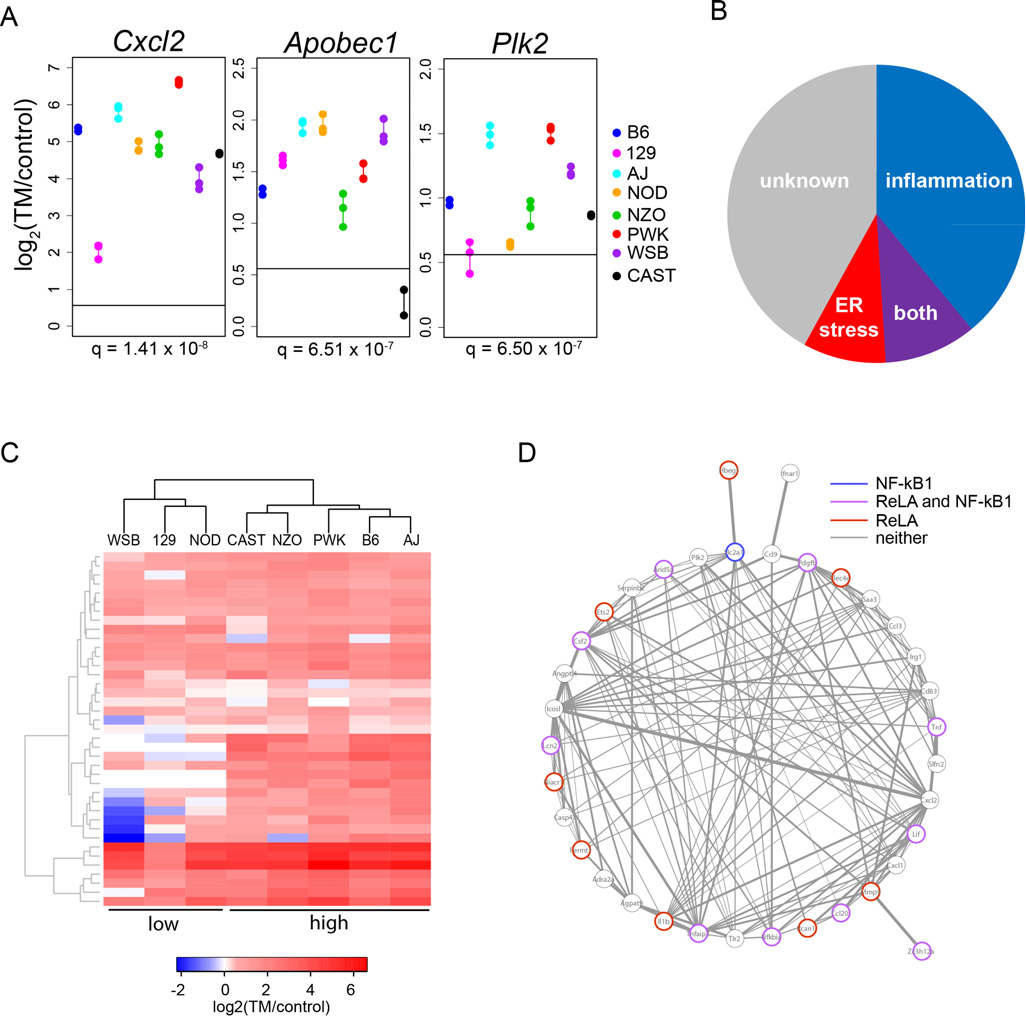
ER stress-induced genes with a strain effect are enriched for inflammation functions. (A) The top three genes with the strongest strain effect. Horizontal line represents 1.5 fold. For each strain (different colors), all biological replicates are displayed as points connected by a vertical line. Horizontal line represents 1.5 fold; *q* = FDR correction of the strain effect. (B) Literature search identifies the proportion of genes with inflammation functions, ER stress functions, inflammation and ER stress functions (both), or unknown ER stress functions in the 100 genes with the strongest strain effect (FDR <0.01%). (C) Cluster analysis indicates that strains are either in a low (WSB, 129, and NOD) or high (CAST, NZO, PWK, B6, and A) inflammation group. Cluster analysis was performed with the 39 inflammation genes among the 100 genes with the strongest strain effect. For gene identities see S1 Fig. (D) Correlation network showing that inflammation genes are highly correlated in their response to ER stress. Edge thickness represents the correlation coefficient between the two nodes. Only significant pairwise correlations are displayed (Spearman’s; *P* < 0.05). Genes that contain ReLA and NF-kB1 transcription factor binding sites are color coded. All pairwise correlations can be found in S4 Table. TM: tunicamycin.

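Of the 100 genes that S3 Table lists, 81 were induced here in at least 1 strain, and all 81 had a strain effect. The paper chose the 100 by their strain effect on these same libraries, with a test of the same kind. That they pass here is therefore not independent evidence. Of the 39 genes that the table marks as inflammation, 35 did. In the interaction test, 39 of the 100 passed, 19 of them inflammation genes. Atf3 (ENSMUSG00000026628) had a median log2(TM/control) between 2.55 in NOD and 4.14 in PWK (adjusted p = 3.13e-05, limma). Derl3 (ENSMUSG00000009092) ran from 2.89 in 129 to 5.04 in WSB (adjusted p = 0.000308, limma). With a pseudocount of 1 in place of 0.1, Derl3 no longer passed (adjusted p = 0.012, limma). Neither passed the interaction test, at an adjusted p of 0.018 for Atf3 and 0.0815 for Derl3 (limma).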

A literature search indicates that 39 of the top 100 genes with the most significant strain effect (FDR <0.01%), have very clear roles in inflammation, 9 have known roles in ER stress response (i.e. *Atf3* and *Derl3*), 10 have roles in both inflammation and ER stress, and 42 have no known function in either inflammation or ER stress (S3 Table; Fig. 2B). 

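The median log2(TM/control) over the 39 inflammation genes of S3 Table was 0.54 in 129, 0.71 in WSB and 0.91 in NOD, and 1.19 in CAST, 1.38 in NZO, 1.38 in B6, 1.63 in PWK and 1.94 in A. The highest TM library of NOD (0.91) lay below the lowest TM library of CAST (1.19). Each TM library is set against the median control of its strain, so the spread of the control libraries is not part of these values. Hierarchical clustering of the strain medians (Euclidean distance, complete linkage) gave 1 group of 129, NOD and WSB and another of the remaining 5 strains. Leaving out each of the 40 libraries in turn left every strain in its group. NOD moved to the other group with a pseudocount of 1, with each gene scaled to unit SD, and without 8 genes of the 39 that myeloid cells express. The 39 genes were chosen by the study on these same libraries, and the grouping carries no test.

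**Figure D3:**
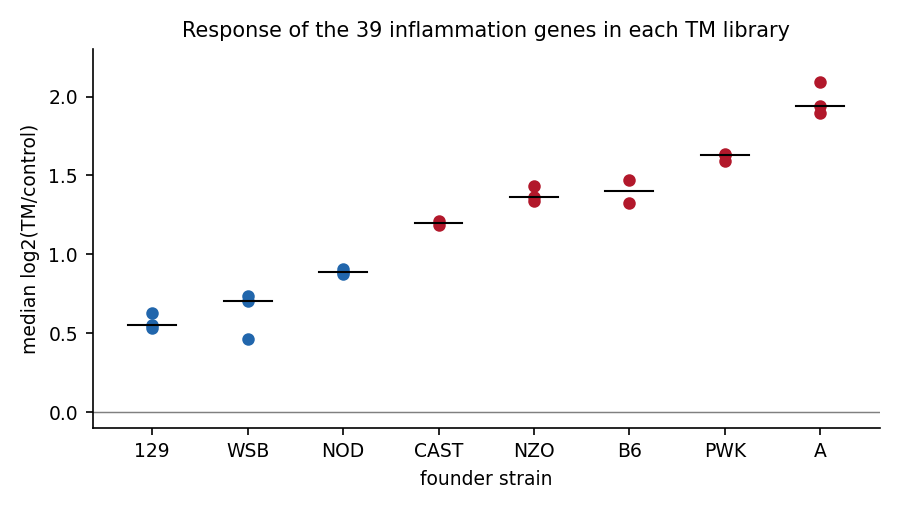
Response of the 39 inflammation genes to TM in the 8 founder strains, as the median over the genes of log2(TM/control) on the log2(value + 0.1) scale. Each point is 1 TM library (n = 2 or 3 per strain), and black lines mark the median over the libraries. 129, WSB and NOD are in blue and the other 5 strains in red. All blue points lie at or below 0.91 and all red points at or above 1.19.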

Cluster analysis with the 39 inflammation genes indicates that the eight strains fall into either a low (WSB, 129, and NOD) or high (CAST, NZO, PWK, B6, and A) inflammation response group (S1 Fig.; Fig. 2C). To understand how these inflammation genes might function within a network, we performed a correlation analysis. These 39 inflammation genes function in a highly correlated network. 

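Over the 8 strain medians, 111 of the 741 pairs of the 39 genes (15.0%) had a Spearman correlation with an exact two-sided permutation p below 0.05. Of these, 109 were positive and 2 negative. After Benjamini-Hochberg adjustment over the 741 pairs, 0 had an adjusted p below 0.05, the smallest unadjusted p being 0.00114. With Pearson's r, 135 pairs passed unadjusted. The 146 pairs that S4 Table lists lay closer to Pearson's r here (median absolute difference 0.026) than to Spearman's rho (0.095). 129 carried part of the network, since 67 pairs passed without it. Leaving out NZO gave the most, 114. Random sets of 39 induced genes, 10000 of them, had a median of 70 such pairs, and 282 sets had 111 or more.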

Half contain either a RelA or a NF-kB binding site, or both (S4 Table; Fig. 2D).

ER stress response and inflammation are interconnected in complex ways. ER stress can induce and can be a consequence of inflammatory responses. ER stress induces NF-kB signaling by various routes. Ire1 activation during ER stress results in the degradation of IkBa, an inhibitor of NF-kB signaling, resulting in increased NF-kB signaling [26]. PERK activation during ER stress results in global translation attenuation, which in turn results in decrease of IkBa production and increased NF-kB signaling [26]. Recent evidence suggests that Atf6 can also influence NF-kB signaling, but the exact role of Atf6 in this process is still unclear [27]. Because we do not find variation in the expression levels of key ER stress genes like *Ire1*, *PERK* or *Atf6*, it is likely that the variation we observe originates from genes encoding effectors of NF-kB signaling or NF-kB transcription factors themselves. 

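The genes that encode Ire1, PERK and Atf6 are Ern1 (ENSMUSG00000020715), Eif2ak3 (ENSMUSG00000031668) and Atf6 (ENSMUSG00000026663). None had a strain effect at FDR 1% (limma, moderated F test), with adjusted p of 0.0414, 0.0246 and 0.129. Each was past the threshold for induction in 1 strain only, Ern1 and Atf6 in PWK and Eif2ak3 in B6. Their median log2(TM/control) ran from -0.32 in 129 to 0.84 in PWK for Ern1, from 0.24 in WSB to 0.81 in NOD for Eif2ak3, and from -0.07 in WSB to 0.68 in PWK for Atf6. From the absence of variation in these genes the paper proposes that the variation in inflammation genes comes from effectors of NF-kB signaling or from the NF-kB transcription factors.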

The enrichment in NF-kB binding sites and the strong correlations among the inflammation genes further support this. More extensive work will be needed to identify which are the primary variable response genes and which are secondary. Nevertheless, inflammatory response to ER stress appears to be an important difference between strains and might be an attribute of stress response that is also variable in humans. The intersection between inflammation and ER stress might be a fruitful avenue for identifying important modifiers of human disease.

### Inference of *cis*-regulatory variation in ER stress response

The fact that there is variation in ER stress-induced transcript levels among eight genetically diverse mouse strains suggests that there is genetic variation underlying these differences. In order to understand how genetic variation impacts the ER stress response, we need to know how genetic variation influences gene expression differences among strains under non-stressed conditions and how it changes once ER stress is applied. Transcriptional variation may arise from polymorphisms in one (or a few) transcription factors (*trans*-), or each response gene could harbor polymorphisms affecting its own expression (*cis*-).

The use of F1 crosses in this study was specifically designed to allow us to quantify the magnitude of *cis*-regulatory variation and to partition the inter-strain variance in expression into its *cis*- and *trans*- components [28, 29, 30, 31]. For genes that show an expression difference between two strains, identification of *cis*- and *trans*-regulatory differences requires comparing the relative allelic expression in the F1 to the relative expression of the parental strains [28, 29, 30, 31]. In the F1, the two parental alleles are exposed to the same *trans*- factors in the same levels and combinations. Thus, the ratio of allelic expression is a direct measure of *cis*-regulatory differences between parental strains—if the allelic ratio matches the ratio of the parental expression levels, the expression difference is attributed to *cis*-regulation. If the allelic ratio differs from the ratio of parental expression levels, then the difference is attributable to *trans*-regulation [29]. We focused on five F1 crosses. In all five crosses, B6 was the maternal strain and the paternal strain in each cross was one of five CC founder strains (129, NOD, NZO, WSB, and CAST; see materials and methods for F1 cross abbreviations). B6 was maintained as the maternal strain in all F1 crosses to avoid parent-of–origin and imprinting effects, but future studies with reciprocal crosses are warranted, as nothing is known about how parent-of-origin and imprinting influence ER stress responses. MEFs from each F1 cross were exposed to control and ER stress conditions, and transcript levels were measured by RNA-seq.

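The F1 data are 28 libraries of MEFs from the 5 crosses of a B6 mother with CAST (xCAST), 129 (x129), NOD (xNOD), NZO (xNZO) or WSB (xWSB), treated as the founder strains were. x129, xNZO and xWSB had 3 control and 3 TM libraries, xCAST 2 control and 3 TM libraries, and xNOD 3 control and 2 TM libraries. The values are TMM-scaled reads per gene, normalized by the authors over the F1 libraries apart from the founder libraries, so levels are not compared across the 2 sets. They give the total of both alleles. Reads of the separate alleles were not analysed here. Between 6442976 and 29528457 reads per library were counted on 12803 genes, with a median of 15266698 in control and 12351069 in TM libraries. The tables hold 3 further lines that name no gene, with 15.5% to 24.1% of each library, which were left out. Tests were run within each cross. x129 had 603 induced and 168 lowered genes, xNOD 460 and 573, xCAST 309 and 147, xNZO 180 and 19, and xWSB 23 and 2. Without TM replicate 3, xCAST had 873 induced genes, and without TM replicate 1 it had 103. xNOD had between 13 and 19 when 1 control library was left out. In xWSB, libraries with the same replicate number deviated together. With the replicate number as a block, 10 genes were induced in xWSB in place of 23, and of 60 named genes tested there 7 passed in place of 14.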

*cis-/trans*- analysis can only be performed for a gene that has sufficiently high expression and that harbors SNPs within the transcribed region that discriminate between parental alleles. In this study, we only considered informative genes with at least two such SNPs. The number of informative genes for analysis ranged from 2246 to 7,954 (xNOD: 2246, x129: 2843, xNZO: 2910, xWSB: 3285, xCAST: 7954; S5 Table). For the rest of this analysis, unless otherwise noted, focus will mainly be on the xCAST F1 cross because this combination has the largest number of informative genes.

### ER stress does not change the general pattern of regulatory divergence

The regulatory control of ER stress-induced expression is complex. The three arms of the UPR all induce major transcription factors (e.g. Xbp1, Atf6, and Atf4) and those transcription factors can activate other transcription factors [1, 19]. A polymorphism that affects the function of one of these would result in many *trans*-regulatory differences in their targets genes. On the other hand, some target genes contain ER stress responsive elements (ERSREs) that act as binding sites for these transcription factors [18, 32, 33, 34, 35]. A polymorphism in an ERSRE or other regulatory element could result in a *cis*-regulatory difference among strains for a particular target gene. To identify which of these possibilities contributes to variation in ER stress induced transcriptional variation, we measured the regulatory divergence under control and TM conditions and compared the results.

Overall, we found that TM has little effect on the proportion and magnitude of *cis*-regulatory differences among strains. Under both control and TM conditions, we find a similar number of regulatory differences (*cis*- and *trans*-) between B6 and CAST—244 genes under control conditions and 264 genes under TM conditions. In fact, under both conditions, 82% of genes with regulatory differences between B6 and CAST can be attributed to a *cis*-regulatory difference (control: 201/244 genes; TM: 216/264 genes; S7 Table; Fig. 3A). The magnitude of the median *cis*-regulatory differences, under control conditions, was significantly larger than the magnitude of the median *trans*-regulatory differences (control median magnitude: *cis*: 0.52, *trans*: 0.11; *p* < 3.746×10^-8^) and this pattern was unchanged by the application of TM (TM median magnitude—*cis*: 0.50, *trans*: 0.20; *p* < 0.03) (Fig. 3B). The median amount of divergence among strains explained by *cis*-regulatory differences (% *cis*) is also unaffected by TM conditions (C: 0.49, TM: 0.50; Fig. 3C). It appears that ER stress does not alter the overall proportion of *cis*-/*trans*- regulation between B6 and CAST. A portion of the regulatory variation is also attributable to a combination of *cis*- and *trans*- variation, but these are not further considered in this study (S6 Table and S7). We found similar results for the other four F1 crosses (S2 Fig.; S6 Table, S8–S11).

**Figure 3:**
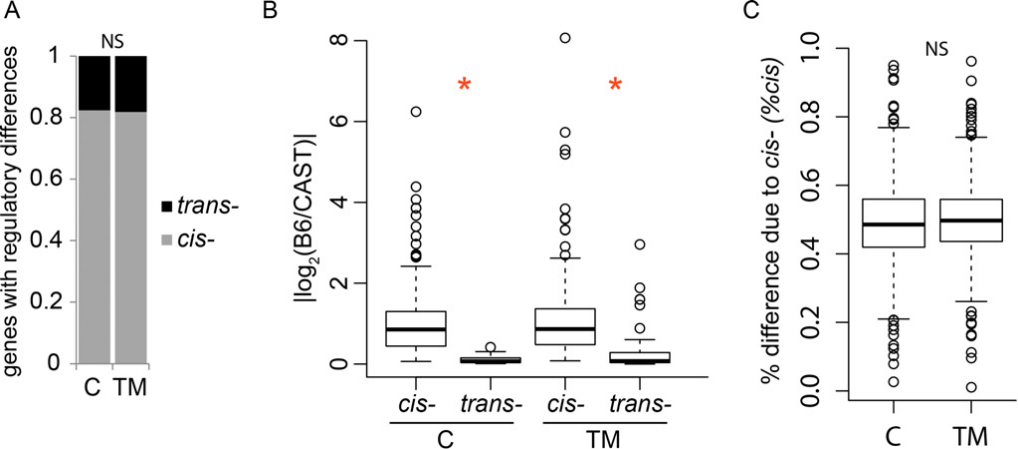
ER stress does not alter the regulatory landscape between B6 and CAST. (A) Distribution of genes that display a *cis*- or *trans*-regulatory difference between B6 and CAST under control and TM conditions. There is no significant change in the proportion of *cis*-regulatory differences between conditions. (B) The magnitude of the regulatory difference between B6 and CAST. Under both conditions, the *cis*-regulatory differences are larger than *trans*-regulatory differences (*, control: *p* < 3.746×10^-8^; TM: *p* < 0.03). (C) The amount of divergence between B6 and CAST attributable to *cis*-differences is not affected by TM. NS: not significant. C: control. TM: tunicamycin. For boxplots in (B) and (C) the boxes represent the interquartile range, the whiskers represent 1.5X interquartile range, and open circles are outliers.

This is the first study in genetically-diverse inbred mouse strains to examine the regulatory variation under ER stress. We find that most of the regulatory variation under control conditions is attributable to *cis*-regulatory variation parallels results from previous studies of regulatory variation in the CC [14] and other crosses [30]. Because of the hierarchical nature of the transcriptional response to ER stress, one might predict that ER stress regulatory variation would arise from a small number of *trans*-acting polymorphisms in the major transcription factors. Instead, just as we observed under control conditions, we find that *cis*-regulatory variation dominates under TM conditions. The fact that so few regulatory differences under TM conditions appear to arise from *trans*-acting polymorphisms, indicates polymorphisms in major transcription factors do not influence ER stress-induced transcriptional differences. This is supported by our observation that canonical ER stress transcription factors do not differ in their expression among strains (see above). Instead, genetic polymorphisms in promoters, enhancers, or other elements in individual target genes drive ER stress-induced transcriptional variation.

### ER stress uncovers unique regulatory variation among strains

We next examined whether there was overlap in the genes that showed regulatory differences between B6 and CAST, under both control and TM conditions. We find that there are a number of genes that show the same regulatory difference between B6 and CAST under both control and TM conditions. Of all the genes that show a *cis*-regulatory difference between B6 and CAST (control: 201 and TM: 216, see above), 136 genes show a *cis*-regulatory difference under both conditions (control: 67% or 136/201; TM: 63% or 136/216; S7 Table; Fig. 4A). Of the genes that show a *trans*-regulatory difference between B6 and CAST (control: 43 and TM: 48, see above), 18 genes show a *trans*-regulatory difference under both conditions (control: 42% or 18/43; TM: 38% or 18/48; S7 Table; Fig. 4A). The magnitudes of the *cis*- or *trans*-regulatory differences found under both conditions are highly correlated between the two conditions (*r^2^* = 0.9; Fig. 4B). Together this indicates that this set of *cis*- and *trans*-regulatory differences that are found under both conditions represent a group of genes whose regulatory differences between B6 and CAST are not influenced by ER stress.

**Figure 4:**
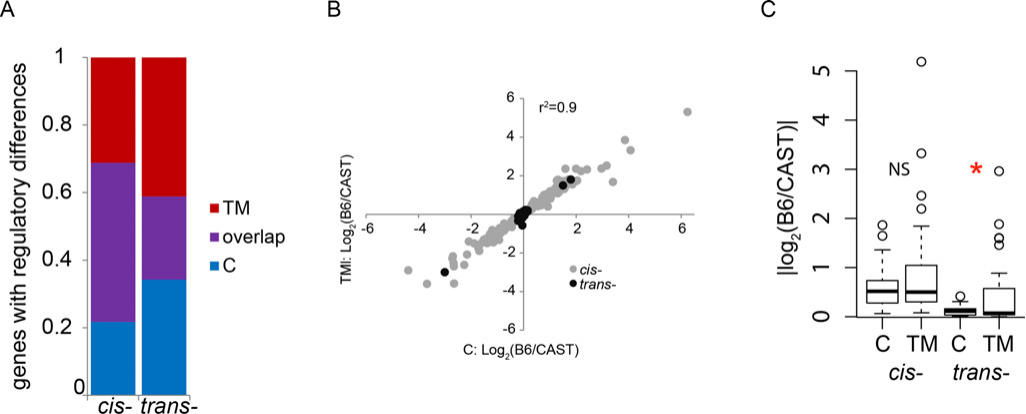
ER stress alters the genes that display regulatory differences between B6 and CAST. (A) Distribution of genes showing *cis*- or *trans*-regulatory differences found only under TM conditions, found only under control conditions, or found in both conditions. (B) Genes that show the same *cis*- or *trans*-regulatory difference under both conditions (‘purple’ genes in A) are strongly correlated in their magnitude. ER stress does not affect regulation of these genes. (C) Magnitude of the *cis*- or *trans*-regulatory differences unique to control or TM conditions. Magnitude of *cis*-regulatory differences unique to either condition is unaffected by ER stress. *trans*-regulatory differences unique to TM conditions show a small but significantly larger magnitude than *trans*-regulatory differences unique to control conditions (*, *p* < 0.05). NS: not significant; C: control; TM: tunicamycin.

It is likely that many genes harbor genetic variation affecting ER stress response, but the functional consequences of this variation are undetectable during healthy, non-stressed states. Strain differences in ER stress response might arise from the genes that show ER stress-specific regulatory variation. In particular, genes that show regulatory variation under TM conditions, and not control conditions, might reveal which ER stress pathways are most critical to strain differences in this response. Of the genes that show regulatory variation, 23% (65/281 genes) with a *cis*-regulatory difference and 34% (25/73 genes) with a *trans*-regulatory difference are unique to the control condition (S7 Table; Fig. 4A). These regulatory differences were only detected under control conditions and were not present under ER stress conditions. 28% (80/281 genes) with *cis*-regulatory differences and 41% (30/73 genes) with *trans*-regulatory differences are unique to TM conditions (S7 Table; Fig. 4A). These regulatory differences are only detectable when ER stress is induced, and absent under control conditions. Genes that show a *cis*-regulatory difference unique to either control or TM conditions do not differ in their median magnitude of expression (C: 0.52, TM: 0.50; Fig. 4C). However, there is a small but significant decrease in the median magnitude of the genes with *trans*-regulatory differences under TM compared to control conditions (C: 0.11, TM: 0.07; *p* = 0.021; Fig. 4C). The majority of genes that show regulatory differences between the two strains depend on the presence or absence of ER stress.

Genes that show evidence of differential regulation among strains may point to pathways that contribute to strain differences in ER stress response. In some cases, genes with known roles in ER stress show differential regulation among strains, and these might be useful in identifying how strains differ in canonical ER stress signaling. For example, *Gadd45a* shows a strong *cis*-regulatory difference between B6 and CAST only under ER stress conditions and not under control conditions—the B6 allele expresses 2.4 fold higher than the CAST allele. This regulatory difference is only detectable under TM conditions because *Gadd45a* shows very low expression in control conditions, but is strongly induced by ER stress. 

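In xCAST, the total level of Gadd45a rose from 3.78 ± 0.347 (SD, n = 2) in control cells to 67.9 ± 9.57 (SD, n = 3) with TM, a log2 fold change of 4.13 (SE 0.176, adjusted p = 8.14e-08, limma). In the parents, whose libraries were normalized together, the control level was 15.2 ± 0.131 (SD, n = 2) in B6 and 3.94 ± 1.38 (SD, n = 2) in CAST, a log2 difference of 1.96 (SE 0.232, adjusted p = 0.000196, limma over the 2 strains). With TM the levels were 111.7 ± 1.73 (SD, n = 2) in B6 and 30.8 ± 2.71 (SD, n = 2) in CAST, a log2 difference of 1.86 (SE 0.092, adjusted p = 1.36e-07, limma). From the low control level in the cells, the paper reasons that the difference between the alleles can be detected only with TM. Reads per allele were not analysed here.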

There are seven SNPs within the *Gadd45a* gene that differ between B6 and CAST, one or a combination of these polymorphisms may be responsible for this *cis*-regulatory difference. Gadd45a is induced in an ATF4-dependent manner and modulates apoptosis signaling [36]. Under stress signaling, PERK phosphorylates eIF2α which in turn results in the selective translation of ATF4 and induction of *Gadd45a* transcription [36]. Understanding how *Gadd45a* is differentially regulated will lend insight into how different genetic backgrounds might utilize *Gadd45a* function and the broader ATF4 signaling pathways to influence ER stress response. On the other hand, genes that show differential regulation and have no known function in ER stress might reveal novel ways in which different mouse strains might respond to ER stress. One such gene, *Cactin* also shows a *cis*-regulatory difference between B6 and CAST only under ER stress. The B6 *Cactin* allele expresses ~2.2 fold higher than CAST under ER stress, while under control conditions, the alleles are equally expressed. Cactin is associated with the spliceosome in Arabidopsis [37], but it is unknown if Cactin forms part of the mammalian spliceosome. Understanding how *Cactin* is differentially regulated among strains could lend insight into strain differences in splicing under ER stress conditions. In general, splicing in response to ER stress is poorly understood and provides another layer of complexity among mouse strains. Genes that show ER stress specific regulatory differences among strains may identify pathways that can be nominated as potential targets of variation in human studies.

### Shared regulatory differences

The strains utilized in the CC are genetically diverse and were chosen to maximize genetic differences among strains. Because the F1 crosses that we examined all have B6 as a common parental strain, we have the opportunity to compare how each of the five strains differs in their transcriptional regulation from B6. This analysis might reveal how the genetic architecture underlying ER stress response variation differs among strains. We hypothesized that if two (or more) F1 crosses (which share B6 as the maternal parental strain) showed evidence of the same regulatory difference in a particular gene, then the two (or more) non-B6 parental strains might differ from B6 in the same way, especially if the magnitude of the regulatory difference is equal. If the magnitude of the regulatory variation is different (a strain effect), it might indicate that different polymorphisms are driving the *cis*-regulatory differences among the F1 crosses.

We compared the genes with *cis*- or *trans*-regulatory variation in each of the five F1 crosses. Because this analysis can only be performed on informative genes of each F1 cross, we only considered genes with regulatory differences that are informative in at least two F1 crosses. Among the five F1 crosses, we find 265 genes and 322 genes with *cis*-regulatory differences under control and TM conditions, respectively. Under both conditions, the minority of *cis*-regulatory differences are shared among F1 crosses (S12 Table). Under control conditions, 25% (66/265) of genes with *cis*-regulatory differences are shared among two or more F1 combinations. Under TM conditions, 14.5% (47/322) of genes with *cis*-regulatory differences are shared among F1 combinations (Fig. 5A). TM treatment decreases the proportion of cis-regulatory differences shared among F1 combinations (From 25% to 14.5%; (χ^2^: *p* < 4×10^-7^; Fig. 5A). Even when *cis*-regulatory sharing is subdivided by number of informative strains (2, 3, 4, or 5 informative strains), TM treatment still significantly reduces the number of *cis*-regulatory differences shared among F1 combinations (χ^2^: *p* < 0.05; Fig. 5B). We find a similar pattern for *trans*-regulatory differences, where TM treatment reduces sharing between F1 combinations (S3 Fig.; S13 Table). The reduction by ER stress in the amount of shared regulatory differences among strains suggests that each strain differs from B6 in unique ways in its ER stress-induced transcriptional regulation.

**Figure 5:**
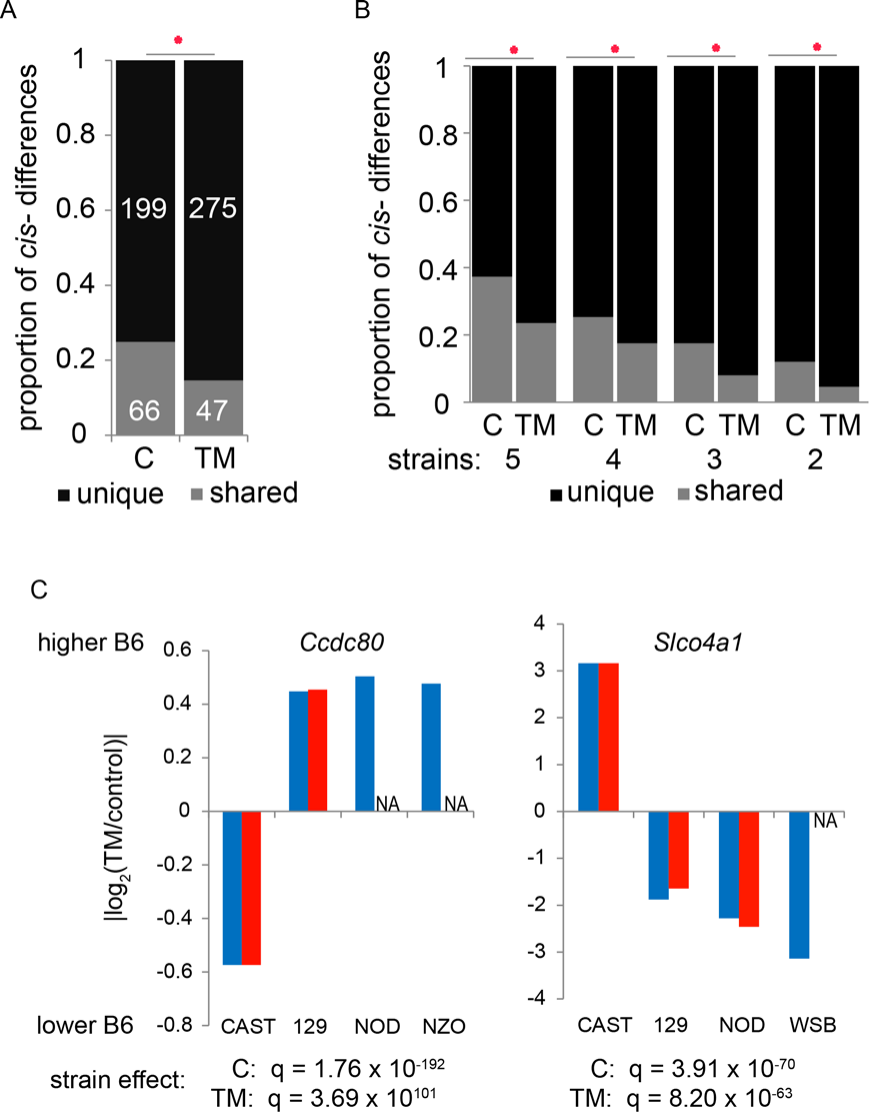
ER stress reduces the amount of shared *cis*-regulatory differences. (A) The proportion of *cis*-regulatory differences that are unique to a particular F1 combination or shared among F1 combinations. The proportion of shared *cis*-regulatory differences is significantly reduced by ER stress (*, χ^2^: *p* < 4.27×10^-9^). (B) Broken down by genes that are informative in different numbers of strains, the proportion of genes that show *cis*-regulatory differences that are unique or shared is still significantly reduced by ER stress (*, χ^2^: *p* < 0.05). (C) Examples of genes that have shared *cis*-regulatory differences. These two examples also display a significant strain effect in the magnitude of the *cis*-regulatory difference under control and TM conditions. Under ER stress, *Ccdc80* and *Slco4a1* both show reduction in the number of strains that share a *cis*-regulatory difference. NA: no detectable *cis*-regulatory difference.

The data above indicate that some genes show a signature of shared *cis*-regulatory variation among strains. However, the magnitude of most of this shared *cis*-regulatory variation differs among the F1 crosses (a strain effect). Forty genes (40/66; 61%; χ^2^, FDR 5%) under control conditions and 32 genes (32/47; 68%, χ^2^, FDR 5%) under ER stress conditions with shared *cis*-regulatory differences show a strain effect on the magnitude of the regulatory difference (S12 Table; examples in Fig. 5C). TM treatment significantly increases the proportion of shared *cis*-regulatory differences that show a strain effect (from 61% to 68%; χ^2^; *p* = 0.01). *trans*-regulatory differences also show more strain effects under TM treatment (S13 Table). Because most shared-regulatory variation differs in magnitude and that this strain effect increases with ER stress further supports the idea that induction of ER stress uncovers more genetic variation among strains.

Understanding the role of the genes that show strain differences in their *cis*-regulation may help to identity how strains respond to ER stress. *Ccdc80* is one example that shows both an ER stress-induced reduction in *cis*-regulatory sharing and a strain effect on the magnitude of those shared *cis*-regulatory differences. As mentioned above, under control conditions, *Ccdc80* shows *cis*-regulatory differences in four F1 crosses: xCAST, x129, xNOD, and xNZO. The magnitudes of these four *cis*-regulatory differences are significantly heterogeneous among strains (χ^2^, *q* < 10^-12^; Fig. 5C). The B6 allele in the xCAST cross is expressed at lower levels than the CAST allele, but the B6 allele is the more highly expressed allele in the other three F1 crosses. Under TM conditions *Ccdc80* only shows *cis*-regulatory differences in the xCAST and x129 F1 combinations and again, there is a strong effect of strain on the shared *cis*-regulatory differences (χ^2^, *q* < 10^-12^; Fig. 5C). In the case of *Ccdc80*, ER stress eliminates the *cis*-regulatory variation between B6 and NOD and between B6 and NZO. *Ccdc80* encodes a coiled-coiled domain protein which is localized to the Golgi and has been shown to relocate to the ER under certain conditions [38]. There are >100 SNPs that differ between B6 and the five strains within the *Ccdc80* gene any of these or a combination could contribute to these differences. Understanding how this type of genetic diversity contributes to ER stress response will begin to elucidate the ER stress network in each strain.

### ER stress-induced allele-specific expression

Because TM has a large influence on the *cis*-regulatory variation between B6 and the other strains, we evaluated the amount of allele-specific expression (ASE) that is influenced by TM. Because we are interested in the regulatory differences under TM conditions, we focused on those genes that showed a significant change in ASE upon TM treatment. That is, when ER stress is induced, there was a significant change in allelic ratio of expressed RNAs in the F1 cells between control and TM conditions. In all five F1 crosses, less than four percent of informative genes show a relative change in ASE upon TM treatment (S14 Table; Table 3). Often TM treatment resulted in increased expression of one allele and decreased expression of the other allele, without changing the overall expression of the gene. Less than 12% of genes in any of the F1 crosses show both a TM-induced ASE change and show TM upregulated transcript levels (Table 3).

**Table 3:** ER stress-induced allele-specific expression.

	**ASE change^#^**		**upregulated by TM**	
	**number**	%*	**number**	%**
xCAST	146	1.8	18	12.3
xNZO	113	3.9	12	10.6
xWSB	81	2.5	9	11.1
xNOD	36	2.3	3	8.3
x129	7	0.2	0	0.0

^#^ ASE is determined by comparing the read counts of each allele using the Fisher’s exact test

* percent of informative genes that show ASE change

** percent of genes that show ER stress-induced ASE

In the xCAST F1 cross, a total of 146 informative genes (1.8%) showed a change in ASE induced by TM. Sixty one genes (42%) under TM conditions show a decrease in the proportion of the B6 allele while 85 genes (58%) showed an increase in the proportion of the B6 allele (Fig. 6A). Genes that showed a change in ASE and also show increased expression under TM are of particular interest because this indicates that the two alleles in the F1 are differentially affected by TM. Of the genes that show a change in ASE, 18/146 genes (12%) also show increased transcript levels under TM conditions (Table 3). 

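In xCAST, total Hspa5 rose from 623.6 ± 12 (SD, n = 2) to 5530 ± 819.8 (SD, n = 3), a log2 fold change of 3.14 (SE 0.165, adjusted p = 3.93e-07, limma). Trib3 (ENSMUSG00000032715) rose from 33.7 ± 1.09 (SD, n = 2) to 165.8 ± 20.1 (SD, n = 3), a log2 fold change of 2.29 (SE 0.158, adjusted p = 5.88e-06, limma). Hspa9 (ENSMUSG00000024359) changed least, from 448.1 ± 7.16 (SD, n = 2) to 797.8 ± 75.8 (SD, n = 3), a log2 fold change of 0.83 (SE 0.15, adjusted p = 0.00534, limma). It did not pass FDR 1% without TM replicate 1 (adjusted p = 0.0175) or without TM replicate 2 (adjusted p = 0.0169, limma).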

Nine of the genes have known functions in ER stress responses, including *Bip* (*Hspa5*), *Grp75* (*Hspa9*), *Trib3*, and *Sesn2*. *Sesn2*, which is involved in a variety of stress responses [39], showed the most significant change in ASE (Fisher’s exact; *q* < 4.30 × 10^-55^), where the B6 allele responds to a lower extent than the CAST allele. Under control conditions, the *Sesn2* B6 allele is expressed at 40%, but under TM conditions, B6 allelic expression is reduced to 22% (Fig. 6B). 

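The total level of Sesn2 (ENSMUSG00000028893) in xCAST was 84.2 ± 2.26 (SD, n = 2) in control cells and 277 ± 29.1 (SD, n = 3) with TM. The log2 fold change was 1.71 (SE 0.152, adjusted p = 3.55e-05, limma), or 3.28 fold. Over the TM libraries it lay between 1.56 and 1.87.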

Total *Sesn2* transcript responds to TM conditions with a 3.3 fold increase. However, the B6 allele shows only a 1.7 fold increase while the CAST allele shows a 4.3 fold increase. This difference in allelic response to TM drives the change in ASE. *Snhg5* encodes a noncoding RNA and showed the second most significant change in ASE (Fisher’s exact; *q* < 5.63 × 10^-17^), where the CAST allelic response is stronger than that of B6. In this case, under control conditions, the B6 allele is expressed at 38%, but B6 allelic expression increases to 56% under TM conditions (Fig. 6B). While total *Snhg5* transcript increases by 3 fold, the B6 allele increases by 4.4 fold, but the CAST allele increases by only 2.1 fold. 

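Total Snhg5 (ENSMUSG00000032424) in xCAST was 45.1 ± 0.347 (SD, n = 2) in control cells and 121.2 ± 10.6 (SD, n = 3) with TM, a log2 fold change of 1.42 (SE 0.151, adjusted p = 0.000148, limma), or 2.67 fold. The TM libraries lay between 1.27 and 1.50.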

Again, the change in ASE is driven by a strong difference in the allelic response to TM.

**Figure 6:**
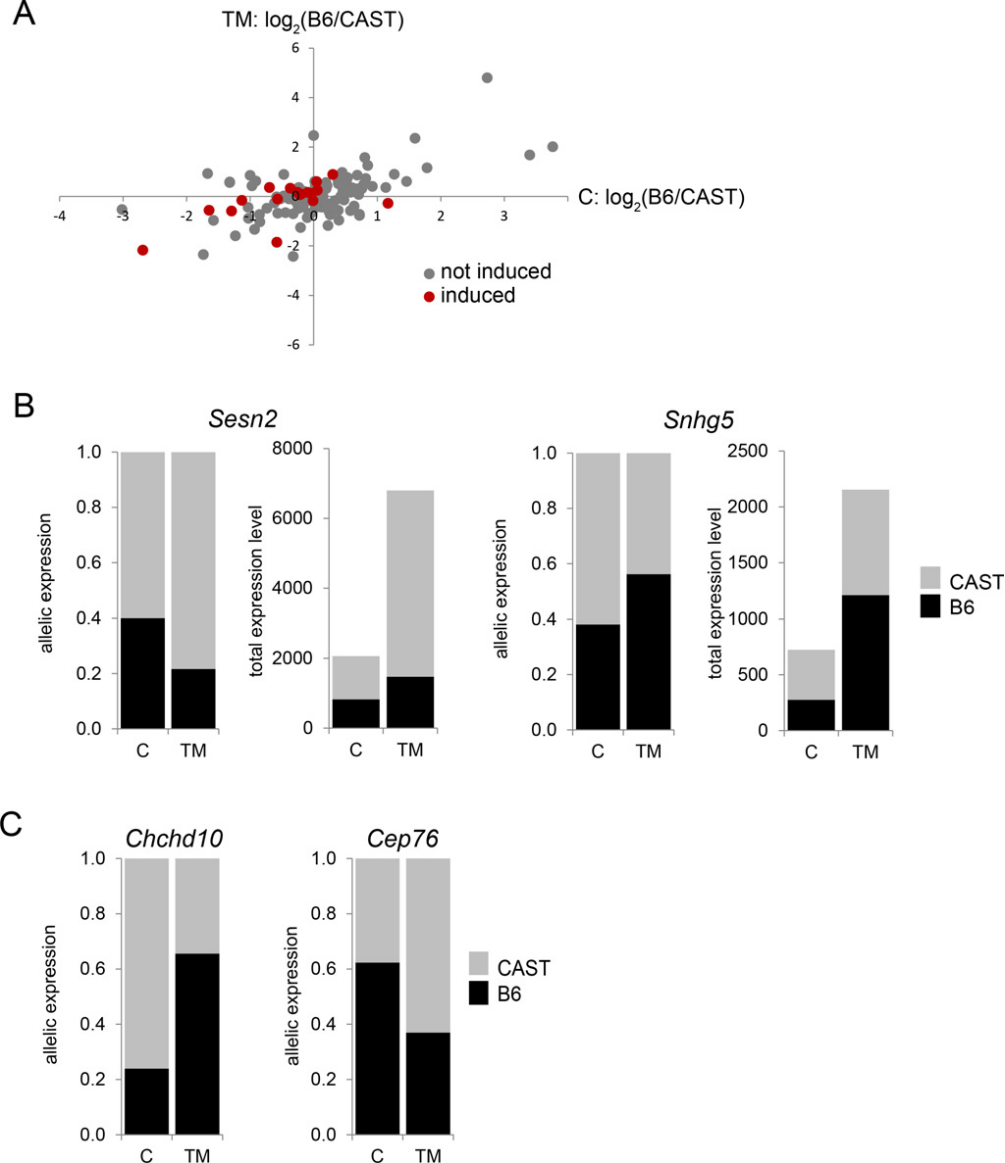
ER stress-induced allele-specific expression (ASE). (A) Genes that show ER stress-induced change in ASE, under control and TM conditions. Genes in red are genes that also show ER stress-induced increase in transcript levels. (B) *Sesn2* (Fisher’s exact; *q* < 4.30 × 10^-55^) and *Snhg5* (Fisher’s exact; *q* < 5.63 × 10^-17^) are examples of genes that show ER stress-induced change in ASE and ER stress-induced increase in transcript levels. (C) *Chchd10* (Fisher’s exact; *q* < 9.0 × 10^-4^) and *Cep76* (Fisher’s exact; *q* < 6.23 × 10^-5^) are examples of genes that show ER stress-induced change in ASE, but whose transcript is not upregulated by ER stress.

The majority of genes (128 genes or 88%) that show a TM-induced ASE show no TM-induced change in total transcript level. Thirteen of the 20 genes with the most significant change in ASE do not respond to TM in total transcript abundance. For example, while total transcript level does not change, *Chchd10* shows a very large shift in ASE induced by TM (Fisher’s exact; *q* < 9.0 × 10^-4^; Fig. 6C). 

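Total Chchd10 (ENSMUSG00000049422) in xCAST was low in both conditions, at 3.09 ± 0.46 (SD, n = 2) in control cells and 2.37 ± 0.451 (SD, n = 3) with TM. Its log2 fold change of -0.38 (SE 0.259) was within the spread of the replicates, with an adjusted p of 0.38 (limma).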

The *Chchd10* B6 allele is expressed at 24% under control conditions, but under TM conditions, the B6 allele is expressed at 66%. Similarly, *Cep76* shows a B6 allelic shift from 62% to 37% induced by TM (Fisher’s exact; *q* < 6.23 × 10^-5^; Fig. 6C). 

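Total Cep76 (ENSMUSG00000073542) in xCAST was 11.6 ± 0.137 (SD, n = 2) in control cells and 13.5 ± 0.802 (SD, n = 3) with TM, a log2 fold change of 0.21 (SE 0.168) that did not pass, at an adjusted p of 0.445 (limma). All 3 TM libraries were above the control median, by 0.13 to 0.30.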

A change in ASE without a change in total transcript number could represent a difference in auto-regulation between the two alleles.

### Conclusions

Understanding how genetic variation impacts ER stress transcriptional response will result in a richer understanding of this basic cellular response and how its variation might influence disease severity. Because the ER stress response is under intense investigation at the molecular level, studies of its variation can be anchored within the well-studied, canonical steps and genes of this essential cellular response. Identifying how the ER stress response pathway is modulated by genetic variation serves two important purposes: 1) Identifying which canonical ER stress genes can or cannot vary in their response to ER stress and 2) Identifying novel ER stress genes that may be missed by studying only a single genetic background. By studying ER stress response in light of genetic variation, we learn how the response is buffered in different individuals and genetic backgrounds, eventually leading to potential personalized therapies that can be targeted to the specific response profile of an individual. Genetic resources in model organisms allow for the dissection of the genetic architecture behind the variable response to ER stress. Here, we took advantage of emerging resources from the mouse Collaborative Cross to study the genetic architecture of the ER stress response. This important new resource allowed us to identify variable elements of the ER stress response pathway and to uncover the genetic architecture underlying such variation.

We used TM to induce ER stress in the MEFs. While TM is commonly used to experimentally induce ER stress *in vivo* and *in vitro*, other drugs like thapsigargin and dithiothreitol are also used. These drugs have very different mechanisms of action, all resulting in ER stress as an endpoint. It is likely that using these other drugs would produce slightly different results. The results we report are specific to the concentration of TM and exposure time that we describe. These experimental conditions are in common use and the effects of TM are recognized as an acceptable experimental model of physiological ER stress. Future experiments might be warranted where the concentration and timing of exposure is altered. While these caveats limit our study to some extent, we believe, given the experimental design, the principles can be broadly applied to ER stress in general.

Our results reveal that the genetic variation underlying ER stress transcript-level responses in the mouse does not involve the major known regulators of the ER stress response. We found that on the whole, most canonical ER stress genes are not variable in TM-induced expression levels among mouse strains. Instead the strains differ most in their inflammatory response to ER stress. 

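None of 5 canonical ER stress genes had a strain effect at FDR 1% (limma, moderated F test). The adjusted p was 0.766 for Xbp1, 0.0607 for Hyou1, 0.0485 for Atf4, 0.0197 for Ddit3 and 0.0131 for Hspa5. Hspa5 was close to the threshold and passed with a pseudocount of 1 (adjusted p = 0.00837, limma) and also with the unmoderated F test, its strain medians lying between 2.51 in NOD and 3.17 in A. In the interaction test the adjusted p of the 5 genes lay between 0.319 for Ddit3 and 0.931 for Xbp1. Other genes of the ER stress response had a strain effect. S3 Table, a list of genes chosen by their strain effect on these same libraries, gives 19 genes a role in ER stress. Of these, 18 were induced here, all 18 had a strain effect and 11 passed the interaction test. Trib3 (adjusted p = 1.91e-06, limma) and Sesn2 (adjusted p = 2.5e-05, limma) are among the 11. Herpud1 (adjusted p = 0.00426, limma) and Gadd45a (adjusted p = 0.000558, limma) had a strain effect but did not pass the interaction test.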

The finding that major regulators at the top of the signaling pathway are not variable indicates that variation arises from downstream signaling elements. If major ER stress transcription factors like Xbp1, Atf4, Atf6, or CHOP, harbored polymorphisms that affected their function, then we would expect extensive ER stress-induced *trans*-regulatory differences among strains. However, we observed the exact opposite. We found that *cis*-regulatory variation dominated the ER stress regulatory landscape, indicating that response genes themselves harbor polymorphisms that affect their response. The fact that major elements of this pathway are not variable across these “healthy” mouse strains makes sense. Previous studies show that even mice that carry heterozygous null mutations in various major ER stress genes display disease phenotypes [40]. The major ER stress response genes may not tolerate damaging polymorphisms that affect function and thus would not be a target for variation.

It is becoming increasingly clear that the effect of a particular regulatory polymorphism is context dependent [41, 42, 43]. These contexts can include, but are not limited to, environmental insults and tissue and cell types. There is likely ‘hidden’ variation that is only revealed under certain contexts. Our study demonstrates the importance of studying the role of genetic variation in different cellular contexts, like ER stress. In this study we show that induction of ER stress by TM uncovers an entire layer of *cis*- and *trans*-regulatory variation among mouse strains that is not apparent under healthy, steady state conditions. ER stress also eliminates the effect of certain regulatory variation found under healthy conditions. We also found that, for a subset of genes, the two alleles of a particular gene can display differential ER stress-induced transcriptional regulation. Regulatory variation may impact gene expression in many context-specific ways. A particular variant may affect a transcription factor binding site or might alter chromatin accessibility in a way that only affects the gene expression changes induced by ER stress. Several well defined transcription factor binding sites bind canonical ER stress transcription factors under stress conditions [18, 32, 33, 34, 35]. Because most of the regulatory variation we identified is *cis*-, these ER stress transcription factor binding sites might be where genetic variation impacts ER stress-induced transcription. SNPs or larger variants, like Copy Number Variants (CNVs), might be driving these differences we observe between strains. These polymorphisms might affect expression through various mechanisms, including epigenetic changes. We only utilized the founder strains and their F1 progeny and thus, we cannot identify the specific polymorphisms underlying these regulatory differences in this study. However, the CC recombinant inbred strains and other resources like the Diversity Outbred mice [44] are well suited for future studies aimed at mapping, identifying, and functionally studying the polymorphisms in these or other regulatory sites that might alter ER stress responses. It should also be noted that the focus of this study was on ER stress-induced gene expression variation and does not address possible differences in protein levels. Future studies aimed at identifying specific causative polymorphisms should also integrate protein abundance to understand the role of regulatory transcriptional variation on the proteome.

ER stress has been implicated in numerous diseases, including both Mendelian diseases and complex, polygenic disorders [2]. Studying genetic variation in ER stress transcriptional response in the mouse provides the opportunity to identify links between ER stress and disease that can be easily tested in the future. To identify ER stress genes that may contribute to disease, we searched for human orthologs of genes involved in Mendelian disease (OMIM) and genes involved in complex diseases (GWAS catalog). We found that 42% (89/214) of the common ER stress-responsive genes (upregulated in all eight strains) have been implicated in either Mendelian or complex diseases. 

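Zfp238 (ENSMUSG00000063659) rose by 1.67 to 2.01 fold over the 8 strains and was past the threshold in 4. Zfp57 passed in all 8 strains, with changes from 2.49 fold in 129 to 3.92 fold in WSB. Sil1 (ENSMUSG00000024357) passed in none. Its change lay between 1.05 fold in CAST and 1.54 fold in WSB, and its smallest adjusted p was 0.0217 (limma).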

Some examples include neurological diseases (gene: *Sil1*, disease: Marinesco-Sjogren Syndrome; *Zfp238*, mental retardation), diabetes (*Zfp57*, neonatal diabetes mellitus), and cancers (*Ddit3/CHOP*, myxoid liposarcoma). 39% (125/317) of ER stress-induced genes that show differences among strains have been implicated in disease. 

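Arhgef3 (ENSMUSG00000021895) had a strain effect (adjusted p = 0.000259, limma), with a median log2(TM/control) of -0.43 in WSB and 1.32 in PWK, the only strain where it was past the threshold for induction. In the interaction test its adjusted p was 0.15. Ifnar1 (ENSMUSG00000022967) was past that threshold in no strain, with a largest change of 1.48 fold in A. Over all 13197 genes its strain effect had an adjusted p of 0.00342 (limma), its medians running from -0.07 in CAST to 0.63 in A.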

Given the enrichment of inflammation-related functions, it is not surprising that many of the diseases associated with genes that show strain differences involve inflammation (i.e. *Arhgef3*, rheumatoid arthritis; *Ifnar1*, Crohn’s disease). 

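Pdgfb had a median log2(TM/control) of 0.31 in 129 and 2.36 in A (adjusted p of the strain effect 7.61e-08, limma). Bean1 (ENSMUSG00000031872) was past the threshold for induction in PWK only, where its median was 0.96. In the other 7 strains it lay between -0.45 and -0.03 (adjusted p = 0.000582, limma). Slc25a38 (ENSMUSG00000032519) was past the threshold in no strain, with changes from 1.07 to 1.44 fold, and over all 13197 genes its strain effect had an adjusted p of 0.0485 (limma).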

Other examples of diseases associated with genes with strain differences include anemia (*Slc25a38*, pyridoxine-refractory sideroblastic anemia) and neurological diseases (*Pdgfb*, basal ganglia calcification; *Bean1*, spinocerebellar ataxia 31). Understanding how these disease genes function within the context of genetic variability and ER stress will likely reveal new insight into the stress response and reveal possible roles for ER stress genes in disease pathogenesis.

This study highlights the importance of using genetic variation to study basic cellular traits like ER stress. The resources from the CC allowed us to identify novel and variably responsive ER stress genes and to uncover the complex genetic architecture that drives inter-individual transcriptional variation under ER stress. Because the ER stress pathway is well conserved, this study complements previous studies of variation in humans [7, 8] and *Drosophila* [9]. For example, the ER stress-induced expression of the mouse gene *Dhrs11* in this study and the orthologous *Drosophila* gene, *CG10962*, in a previous study [9], are both strongly influenced by genetic background. Furthermore, in *Drosophila*, a SNP in *CG10962* is strongly associated with survival under ER stress conditions [9]. This study lays the groundwork for future studies that will be aimed at identifying the genetic polymorphisms underlying the observed variation in ER stress transcriptional response and the functional consequences of such variation. 

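Dhrs11 (ENSMUSG00000034449) rose in all 8 strains, with a median log2(TM/control) between 0.75 in NZO and 1.35 in A, and was past the threshold for induction in 5. Its strain effect did not pass FDR 1% (adjusted p = 0.0222, limma, moderated F test), and it passed neither with the unmoderated F test nor in the interaction test (adjusted p = 0.257, limma).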

The CC RI lines are perfectly suited for this type of study [14, 45, 46, 47] and will likely prove to be an excellent resource for understanding the genetic basis for variation in basic cellular traits. Understanding how genetic variation affects the ER stress transcriptional response will increase the understanding of this conserved pathway and may provide mechanistic links to disease and disease susceptibility.

## Materials and Methods

### Mouse embryonic fibroblasts

Mouse embryonic fibroblasts (MEFs) were generated from founder and F1 strains used in the Collaborative Cross (MEFs were kindly provided by Dr. David Threadgill, Texas A&M University). To eliminate individual, stochastic variation, all MEFs were generated from multiple female individuals from the same litter. Thus, each is a mix of genetically identical cells derived from multiple individual mice. F1 MEFs were derived from F1 crosses where the B6 is the maternal parent. Founder and F1 strain identities are abbreviated throughout the text (see Table 4).

**Table 4:** Abbreviations for founder and F1 strain identities.

**founder**	**abbreviation**	**F1 cross ♀ x ♂**	**abbreviation**
A/J	A	B6 X CAST	xCAST
C57BL/6J	B6	B6 × 129	x129
129S1Sv/ImJ	129	B6 X NOD	xNOD
NOD/ShiLtJ	NOD	B6 X NZO	xNZO
NZO/H1LtJ	NZO	B6 X WSB	xWSB
CAST/EiJ	CAST		
PWK/PhJ	PWK		
WSB/EiJ	WSB		

For technical reasons, we excluded the C57BL/6J X A/J and C57BL/6J X PWK F1 crosses. Excluding these two crosses does not alter the balance of this study. All MEFs were thawed at passage three or four and cells were split 1:3 every 3 days (fewer than three passages) before treatment. MEFs were maintained in DMEM containing 4.5 g/L glucose (Invitrogen), 10% fetal bovine serum, L-glutamine, and pen/strep (Invitrogen).

### Tunicamycin treatment and RNA isolation

Tunicamycin (TM) treatment of MEFs was performed using a common approach [48, 49, 50, 51, 52]. These conditions are typical of studies of ER stress in MEFs and are sufficient to elicit a strong ER stress response, without inducing apoptosis. Briefly, MEFs were plated at a concentration of 2 × 10^5^ cells/well in six-well plates. Cells were plated at least 18 h before treatment. TM stocks were prepared at 2 mg/ml in DMSO. To induce ER stress, MEFs were treated with a final concentration of 2 ug/ml of TM. Control cells were treated with 0.1% DMSO. MEFs were treated for 4 h. All genotypes and conditions were treated in parallel and in triplicate. At the end of the treatment, medium was aspirated out and Trizol (Invitrogen) was added for immediate isolation of total RNA by standard procedures.

### Illumina mRNA sequencing and mRNA-seq alignment

mRNA sequencing was performed on total RNA from 78 MEF samples (13 genotypes X 2 treatments X 3 replicates). Single-end 100 bp mRNA-seq libraries were made with 1.5 ug of total RNA using the Illumina TruSeq RNA Sample Preparation kit (Illumina Inc., CA), per manufacturer’s guidelines. The 78 samples were multiplexed and sequenced on a total of eight lanes using the Illumina HiSeq 2500 instrument. Image analysis and base calling were performed with the provided Illumina software. RNA-seq reads were aligned to the strain-specific reference mouse genome assembly using TopHat v1.4.1 [53] with three mismatches allowed. Total expression level for each transcript, measured in FPKM (Fragments Per Kilobase-pair of exon Model), was calculated based on all mapped reads [54].

### Quantification of total expression and change in expression

For both founder and F1 strains, read counts were normalized across all samples using the default normalization method (TMM) in the edgeR package in R [55, 56, 57]. For each strain and condition, principal components analysis was used to identify outlying samples. Within a strain, we required that control samples be clustered together and TM treated samples be clustered together. If a sample was not clustered with the appropriate condition, it was removed from analysis. After removal of outlying samples, there remained at least two replicates for each strain and condition combination. Remaining samples were re-normalized. TM-induced gene expression changes were assessed by comparing control vs TM treated samples using linear models with the edgeR package in R [55].

### Strain effect on expression in founder strains

For each strain, a single median expression value was calculated for each gene in the control samples. For each TM replicate, TM-induced change in expression was calculated as the log_2_ fold change of the TM expression value and the median control expression value (log_2_(TM/control)), resulting in two or three values per strain per gene. To test for a strain effect in TM-induced expression, analysis of variance (ANOVA) was used to apply a simple linear model to fold change and strain, similar to the analysis previously described [58, 59]. The TM-induce expression change (*y_i_*) for the *i* ^th^ observation of the *i* ^th^ strain was:

$$y_{ij}=\mu +strain_{i}+\varepsilon_{ij}$$

Benjamini-Hochberg correction was applied to P values to identify the set of tests with a 1% False Discovery Rate (FDR). Cluster analysis was performed with gplots in R (V.2.11.0; http://CRAN.R-project.org/package=gplots).

### Allele calls in F1 and quantification of ASE

Quality assessment of the Illumina RNA-seq reads was performed using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for all samples in the five F1 crosses. Positions with low Q-score at the end of the reads were trimmed by FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Adapter sequences were trimmed by Trimmomatic software [60]. As recommended by Munger et al., 2014 [47], the cleaned reads were mapped to both paternal (CAST, 129S1, NOD, NZO and WSB) and maternal genomes (B6) using TopHat v1.4.1 [53, 54] allowing three mismatches. Local realignment over indel positions was performed with GATK software [61], and only uniquely mapped reads were included in the final BAM files that were submitted for SNP calling and allele count summary. Based on the SNP and genome information from the Sanger Mouse Genomes Project (http://www.sanger.ac.uk/resources/mouse/genomes/), parental allele counts were summarized using SAMtools [53, 54] at SNP positions with coverage of four or more. Problematic SNP positions, such as those that did not display 100% monoalleic expression in parental crosses, exhibited a third allele, were in repetitive regions, were near an indel position, or occurred at exon-intron junctions, were filtered out using custom scripts [62] resulting in 12,4587, 32,632, 27,686, 35,397 and 33,775 high-quality covered SNPs for xCAST, x129S1, xNOD, xNZO and xWSB crosses respectively. From the autosomal, X-linked and mitochondrial SNPs, all the F1 RNA-seq data matched the expected genotype identities.

The SNPs were annotated using SnpEff [63] on Ensembl v64 (www.ensembl.org). Only exonic SNPs based on Ensembl gene models were used to generate per-transcript allele counts summarized over multiple SNPs in the same transcript. The averaged counts from paternal and maternal genome alignments were used. To quantify allele-specific expression, we calculated the ratio of the number of reference allele-containing reads divided by the total coverage within a transcript for autosomal genes covered with informative SNPs in each cross [64]. To reduce the inflated inter-replicate variability of allelic expression ratio [62] and increase the SNP coverage, we combined all replicates and restricted our analysis only to genes with exonic SNP coverage >20 for *cis*-/*trans*- analysis and >50 for ASE analysis. We were able to estimate allele-specific expression ratios for ~9100 genes in xCAST cross, ~4700 genes in xWSB cross, and ~3500 genes in each of the other three F1 crosses. To detect significant changes of allelic expression between control and TM treated samples, we applied Fisher’s Exact Test on the reference and alternative allele counts in control and treated samples, followed by FDR correction. The slight over-dispersion of the data could inflate the false positive rate of the Fisher Exact test, but the rank-order of significance is preserved and because we are comparing the same genes in control and treated samples we believe that the reported false discovery rates are reasonable.

### Inference of *cis*- and *trans*-regulation

For purposes of biological inference, we binned the genes into categories of *cis*-, *trans*-, or a combination of *cis*- and *trans*- regulation following a method previously described in McManus et al. 2010 [29]. A more detailed quantitative analysis that partitions the variance in regulation will be applied to an expanded data set in the future. *cis*- and *trans*-regulation among strains was inferred using a hierarchical statistical analysis in R. We applied a very conservative significance threshold at every level of this analysis (FDR = 0.1%). For each strain, control and TM conditions were analyzed separately. The analysis proceeded as follows:

1) Differential expression in parental (P) and F1 data sets was analyzed using the binomial exact test followed by FDR correction.
2) For all genes where there was differential expression between P strains or between parental alleles in the F1, Fisher’s exact test was used to compare the strain-specific expression ratios in the P and F1 samples, followed by FDR correction. A significant difference in the ratios of P vs F1 samples is considered a *trans*-regulatory difference.

As mentioned above, the Fisher’s exact test assumes independent sampling of reads, but the nature of RNA-seq experiments often inflates the error, potentially leading to false positives [62]. We avoid this problem by taking every effort to generate libraries of high complexity, which we verified using the replicates to directly test overdispersion. Only genes showing *cis*- or *trans*- regulation are discussed in the text, but genes in other categories are presented in the supplement (S7 Table–S11). Based on the results of the analysis in (1) and (2), genes were partitioned into the following categories: *cis*-, *trans*-, *cis- + trans*-, *cis- x trans*-, compensatory, conserved, and ambiguous (See Table 5).

**Table 5:** Inference of *cis*- and *trans*- regulation.

	P*	F1*	***trans^^^***	**P vs F1^@^**
***cis*-**	Yes	Yes	No	NA
***trans*-**	Yes	No	Yes	NA
***cis*- + *trans*-**	Yes	Yes	Yes	same
***cis*- *x trans*-**	Yes	Yes	Yes	opposite
**compensatory**	No	Yes	Yes	NA
**conserved**	No	No	No	NA
**ambiguous**	all other genes			

* See methods: Differential expression in parental strains (P) or alleles (F1) based on analysis from (1).

^^^ See methods: Change in ratio based on analysis from (2).

^@^ See methods: log_2_ strain specific ratio is either the same or opposite in P and F1

### Identification of shared regulatory difference

Only genes that are informative between two or more F1 strains were considered. A gene was considered to have a shared regulatory difference if it displayed either a *cis*- or *trans*-regulatory difference between two or more F1 crosses. The ratio of the allelic expression (magnitude) in the F1 crosses was tested for a strain effect by chi-squared (χ^2^) analysis.

### Bioinformatics functional analysis

All Gene Ontology (GO) analysis was performed using DAVID [65, 66]. Transcription factor binding sites were identified using mouse single site analysis (version 2) in oPOSSUM [67]. Searches were limited to 2000 base pairs up- and downstream of the transcription start site. Genes involved in human disease were identified by using Online Mendelian Inheritance in Man (OMIM; www.omim.org) and the GWAS Catalog (https://www.genome.gov/26525384). Literature searches were performed in PubMed (http://www.ncbi.nlm.nih.gov/pubmed). Visualization of regulatory networks was performed in Cytoscape [68].

## Supporting Information

S1 Fig Identify of genes and values from the cluster analysis in Fig. 2C. (TIF) Click here for additional data file.

S2 Fig Proportion of *cis*- and *trans*- regulatory differences in the five F1 crosses. (TIF) Click here for additional data file.

S3 Fig ER stress reduces the amount of shares *trans*-regulator differences. (A) The proportion of *trans*-regulatory differences that are unique to a particular F1 combination or shared among F1 combinations. The proportion of shared *trans*-regulatory differences is significantly reduced by ER stress (*, x^2^: P<10^-4^). (B) Broken down by genes that are informative in different number of strains, the proportion of genes that show *trans*-regulatory differences that are unique or shared is still significantly reduced by ER stress (*, x^2^: P<0.05).
(TIF) Click here for additional data file.

S1 Table ER stress induced genes. (XLSX) Click here for additional data file.

S2 Table Strain effect of ER stress induced genes. (XLSX) Click here for additional data file.

S3 Table Identity of top 100 ER stress induced genes with strain effect. (XLSX) Click here for additional data file.

S4 Table Pairwise correlations of inflammation genes. (XLSX) Click here for additional data file.

S5 Table Informative genes in F1s. (XLSX) Click here for additional data file.

S6 Table Number of regulatory differences. (XLSX) Click here for additional data file.

S7 Table B6×CAST F1. (XLSX) Click here for additional data file.

S8 Table B6×129 F1. (XLSX) Click here for additional data file.

S9 Table B6×NZO F1. (XLSX) Click here for additional data file.

S10 Table B6×NOD F1. (XLSX) Click here for additional data file.

S11 Table B6×WSB F1. (XLSX) Click here for additional data file.

S12 Table Shared *cis*- effects. (XLSX) Click here for additional data file.

S13 Table Shared *trans*- effects. (XLSX) Click here for additional data file.

S14 Table Allele specific expression. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

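RNA of 68 libraries of mouse embryonic fibroblasts was analysed. Of these, 40 came from the 8 founder strains and 28 from the 5 F1 crosses, all treated for 4 h with DMSO (control) or with 2 ug/ml of TM. Each library is named by genotype, treatment and replicate number, taken from the sample labels. A genotype had 2 or 3 libraries per treatment. The authors aligned reads to strain-specific genomes with TopHat, normalized the libraries across samples with TMM in edgeR, removed libraries that did not cluster with their own condition in a principal components analysis, and normalized the rest again. What was removed is not analysed here, and the spread between replicates is that of the libraries kept.

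The deposited values are the authors' normalized signal per gene, in 13 tables, 1 for each genotype. The tables and methods call the values FPKM, and the tests were designed for FPKM. The values are instead whole multiples of 1 step per library, the same for every gene, so they are signal per gene scaled by the TMM library size, as deposited, without division by gene length. The geometric mean of the library totals was 999494 in the founder tables and 999222 in the F1 tables, so the sets were scaled separately and levels were compared only within a set. The founder tables list 13197 genes and the F1 tables 12803, with 12622 in both. The F1 tables hold 3 lines for reads that were not assigned to a gene, which were left out. Of the 13378 genes in either set, 6586 were named from the supplementary tables and 6635 from the annotation, and 157 had no name. Whole reads were recovered for 66 libraries. In TM replicate 2 of PWK and TM replicate 1 of WSB every value was a whole multiple of a step too, but the step (0.100752 and 0.100521) is so close to 0.1 that it can be taken for rounding. For that reason alone these 2 libraries were left out of the tests on reads, of the thinning to 1 depth and of its starting count.

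In the libraries with recovered reads, the founder set had between 7091923 and 21530282 reads on genes, with a median of 11927033, and the F1 set between 6442976 and 29528457, with a median of 13025117. The median was 10730220 in founder TM libraries and 14072068 in founder controls, and by strain it was lower with TM in all but WSB (9887701 against 7644810). Values near the filter rest on few reads and carry large counting error, and genes listed at 0 were not detectable at this depth.

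Values were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and tested with R 4.3.3, limma 3.58.1 and edgeR 4.0.16. TM was compared with control within each genotype on log2(value + 0.1) with limma (eBayes with trend), over genes with a value of at least 0.5 in at least 2 libraries of the genotype. Induced genes had a Benjamini-Hochberg adjusted p below 0.01 and a change of at least 1.5 fold, and lowered genes the same in the other direction. For the strain effect, log2(TM/control) of each of the 22 founder TM libraries against the median control of its strain was tested with a moderated F test over the 8 strains, adjusted over the genes induced in at least 1 strain. Correlations over strains and comparisons of crosses with parents used permutation tests, exact where the number of orders allowed and otherwise with 100000 permutations. Strain groups came from hierarchical clustering of the strain medians of the 39 inflammation genes in S3 Table.

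Alternatives set before the data were examined were a pseudocount of 1, no filter, a mean value of at least 2, median-of-ratios scaling, the replicate number as a block, no trend in the prior variance, 1 fit over the 40 founder libraries, FDR 5% for the counts over strains, and leaving out each library in turn. For the strain effect they were an unmoderated F test, the strain by treatment interaction with and without the block, and all genes past the filter. Chosen after seeing the data were the edgeR quasi-likelihood and likelihood ratio tests on recovered reads, a correction for GC content and gene length, the interaction with that correction, and the settings that match S2 Table. A fit that would leave 1 library in an arm was not run as a test.

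Genes are named by a rule set before the data were examined. They are the genes the paper names as its own results, the 5 with the largest and the 5 with the smallest mean log2 fold change among genes past the threshold in all 8 strains with every TM library beyond every control library of its strain, and the 5 with the smallest adjusted p of the strain effect. Marker lists set at the same time hold 14 myeloid genes (13 listed in the founder tables and 8 in the F1 tables), 4 Y-linked genes, Xist, 5 endothelial genes and 5 epithelial genes (4 in the founder tables and 3 in the F1 tables). None of them is among the 100 genes of S3 Table. How many of them fibroblasts also express was not determined.

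Control and TM libraries with the same replicate number were checked for pairing. Over 29 such pairs, the correlation of the deviations lay between -0.568 and 0.366 and was above 0 in 15. Of the 5 genotypes with 3 shared numbers, xWSB alone had all 3 above 0.1, so the numbers were not used as pairs in the main tests and the block is an alternative. Among genotypes with 2 shared numbers, NZO had both above 0.1 (0.233 and 0.255). In 129 they were 0.08 and 0.366, and in xNOD 0.338 and 0.096. WSB and xCAST had both negative. Pairing in NZO, 129 and xNOD is therefore not excluded. Over the 54 pairs of replicate libraries of 1 genotype and treatment with recovered reads, chi-square per gene lay between 1.85 and 105.19, so neither library of such a pair is a copy of the other. Other pairs were not compared. The libraries were sequenced on several lanes, but no lane is given for a library, and no batch could be tested.

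The tests were tested on simulated data with 200 changed genes per comparison. The changes were all larger than 1.5 fold, and the noise of each gene was drawn apart from that of other genes. limma recovered between 40.5% (A) and 97% (x129), with a median over the genotypes of 68% and 0 wrong directions. Its false calls were most frequent in WSB (9 of 143), PWK (9 of 197), xNOD (5 of 141) and NOD (6 of 179). There were 0 in 129, A, B6 and NZO. For the strain effect, over 11581 genes in 38 libraries, the moderated F test with the median control as a fixed reference made 383 calls, 193 of them false. The unmoderated F test made 267, 97 of them false, and the strain by treatment interaction 166, with 1 false. These shares do not carry over to the test of the induced genes alone.

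Reads of separate alleles, and with them the cis and trans differences, were not analysed here. Supplementary tables of which only part could be read were not used for overlaps. The myeloid markers were correlated with the inflammation response over the 8 founder strains and not over the 13 genotypes, since the sets were scaled separately.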

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

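In this part, the correlation of myeloid markers with the inflammation response and the test for male cells were set before their results were seen. Median-of-ratios scaling was set before as an alternative, but its use for lowered genes, and the tests of X-linked copies, of Y-linked genes against Xist over the F1 crosses and within strains, of depth, and GC content and length, were chosen after.

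Y-linked genes were present in the founder cultures, a signal in genes the paper does not discuss, while the methods describe MEFs from female individuals of 1 litter. Ddx3y was above 0 in all 40 founder libraries, with a median value of 37.03 (9.702 to 93.2), as were Uty (median 7.268), Kdm5d (8.651) and Eif2s3y (25.11). Xist was also above 0 in all 40 (median 98.52, 32.13 to 332.9). In the F1 crosses the median of Ddx3y was 0.205 in xCAST, 8.85 in xWSB, 17.6 in xNOD, 25.8 in xNZO and 44.5 in x129. Reads of the X-linked copy Ddx3x counted on Ddx3y are argued against as the whole cause by xCAST, where Ddx3y was at 0.06058% of Ddx3x, against 3.8% to 16.0% in the founder strains. Over the 8 strains, the sum of the Y-linked genes fell where Xist was higher (Pearson r -0.766, exact permutation p = 0.0161, and -0.862 without 129 and PWK). Over the 5 F1 crosses r was -0.96 (exact permutation p = 0.025). Within the founder strains the deviations of the libraries had an r of 0.24, and of 0.663 within strain and treatment, so the relation is one between strains and not between replicates. A mix of male and female cells in different shares may be the source, since it needs Xist to be lower in the strains with more of the Y-linked genes, but Xist may also differ between strains for other reasons. It is left open whether embryos of both sexes were pooled or cells of another culture were mixed in. Between the sum of the Y-linked genes and the inflammation response r was 0.302 (exact permutation p = 0.463), Spearman rho 0.5 (exact permutation p = 0.216), and r -0.281 without 129 and PWK, so with 8 strains a relation is neither shown nor excluded.

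Myeloid marker genes had values in control libraries, a signal in genes the paper does not discuss. The sum over the 13 listed markers was 72.1 in A, 46.6 in B6, 37.0 in NZO, 30.3 in CAST, 28.2 in WSB, 17.3 in PWK, 14.2 in 129 and 13.2 in NOD. Lyz2, the most abundant in A, was at 40.6 ± 3.16 (SD, n = 3) there, 22.8 ± 1.22 (SD, n = 2) in B6 and 1.21 ± 0.11 (SD, n = 2) in NOD. Csf1r did not follow it, with 8.70 in A and 7.72 in 129. Over the 8 strains, the mean log2 marker level in controls rose with the median response of the inflammation genes (Pearson r 0.779, exact permutation p = 0.0253, Spearman rho 0.667, p = 0.0831). With a pseudocount of 1 r was 0.793 and rho 0.81 (exact permutation p = 0.0218 for rho), and with marker levels in TM libraries r was 0.841 and rho 0.786 (exact permutation p = 0.0279 for rho). Without A and NOD r was 0.645 (exact permutation p = 0.171), and without the 8 inflammation genes that myeloid cells express it was 0.615 (exact permutation p = 0.109). Myeloid cells in the cultures may contribute to the strain groups, but with 8 strains and 1 marker level for each strain this cannot be told apart from genetic differences between strains in the fibroblasts, which stay open and untested. In the F1 crosses, with 8 markers, the mean log2 level was 0.27 in xNOD, -0.21 in xNZO, -0.31 in xCAST, -0.82 in x129 and -1.28 in xWSB. The inflammation response, over 31 genes, was 0.87, 0.79, 1.65, 0.86 and 1.03 in the same order. It did not follow the marker level over the crosses, where the relation was not tested.

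TM lowered 1035 genes in at least 1 founder strain, a signal in genes the paper does not discuss, since it reports induced genes. Of these, 681 passed in 1 strain, 212 in 2, 115 in 3, 16 in 4, 9 in 5, 1 in 6 and 1 in 7 strains. The number in all 8 strains was 0, as 129, A and NZO had 1 lowered gene each. Scara3 was lowered in 7 strains (mean log2 fold change -1.72) and Pbxip1 in 6 (-1.31), and both were named after their values were seen. The scaling of the libraries and a real fall cannot be told apart. With median-of-ratios scaling 1020 genes were lowered, but it moved the median log2 fold change by -0.01 to 0.025 only and, like TMM, takes most genes as unchanged. A lower depth of TM libraries, seen by the median in each founder strain but WSB, is argued against. Among libraries with recovered reads, 774 genes were lowered, and after thinning to 1 depth 688 were, 641 of them shared. After the correction for GC content and gene length 637 genes were lowered, 511 of them among the 1035, so a trend of this kind cannot account for those, but it could account for part of the rest. Without TM replicate 2 of WSB the number was 859 and without TM replicate 3 of NZO it was 1669. Changes in RNA stability or transcription under TM stay open and were not tested.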

How the results depend on the processing

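The edgeR tests on recovered reads, the correction for GC content and gene length with and without the interaction, and the correlation with the markers that leaves out the myeloid inflammation genes were chosen after seeing the data, and the other tests before. Except where a cause is given, the cause of a change was not tested. A pseudocount of 1, no filter, the stricter filter and median-of-ratios scaling kept every count of induced genes over the strains within 1.5 fold.

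Without the trend in the prior variance, induced genes numbered 11 in 129, 14 in B6, 28 in CAST, 64 in NOD, 10 in NZO, 21 in WSB, 399 in x129, 130 in xCAST, 24 in xNOD, 67 in xNZO and 12 in xWSB. The union was then 631, with 1 gene in all 8 strains, 80 in 2 to 7, and 377 lowered genes. With 1 fit over the 40 founder libraries, the strains share 1 residual spread, which raises the counts of strains with a large spread and lowers that of B6. There were 441 induced genes in 129, 556 in A, 257 in B6, 452 in NZO and 692 in WSB, and 121 in all 8 strains. With the replicate number as a block there were 807 in 129, 21 in A, 153 in NZO, 149 in WSB, 72 in xNZO and 10 in xWSB. At FDR 5% the union was 1711, with 71 in all 8 strains, 799 in 1 strain only and 1855 lowered genes.

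With the edgeR quasi-likelihood test, 24 genes were induced in 129, 21 in NZO and 198 in WSB, and 10 in all 8 strains. With the likelihood ratio test in each genotype there were 414 in 129, 229 in A, 723 in CAST, 460 in NOD, 460 in NZO, 707 in xCAST, 1018 in xNOD, 342 in xNZO and 163 in xWSB, and 106 in all 8 strains. With that test in 1 fit over the founder libraries there were 554 in 129, 631 in A, 323 in B6, 307 in NOD and 558 in NZO, and 135 in all 8 strains. With the GC and length correction there were 80 induced genes in 129, 82 in A, 329 in NOD, 99 in NZO, 394 in x129, 282 in xNOD and 80 in xWSB. The union was 1011, with 753 genes among the 1075, and 637 genes were lowered. The tests on reads leave out TM replicate 2 of PWK and TM replicate 1 of WSB.

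In place of the 246 genes with a strain effect, 456 passed when all 13197 genes were tested, and only 169 of them were among the 246. Of the 1075 induced genes, 42 passed in the strain by treatment interaction and 87 in the interaction with the GC and length correction. In the interaction with the replicate block 1 passed (92 at an unadjusted p below 0.05). The strains in the same group as before numbered 7 of 8 with a pseudocount of 1, with unit SD and without the myeloid inflammation genes. The correlated pairs numbered 67 without strain 129, and 0 passed after Benjamini-Hochberg adjustment. With a pseudocount of 1 the difference in inflammation response was 0.087 for x129 minus 129 (0.236 with 0.1) and -0.265 for xNOD minus NOD (-0.159). It was -0.145 for xWSB minus B6 (-0.233), 0.26 for xCAST minus B6 (0.38) and 0.50 for xCAST minus CAST (0.68). The exact permutation p of xCAST minus B6 was 0.2 with a pseudocount of 1. The correlation with the myeloid markers was 0.645 without the 2 farthest strains and 0.615 without the myeloid inflammation genes. It was 0.793 with a pseudocount of 1 and 0.841 with marker levels in TM libraries, against 0.779 in the main setting.

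Fits that each left out 1 library gave between 0 and 249 induced genes in 129, 5 and 32 in A, 37 and 64 in NOD, 1 and 1289 in NZO, 639 and 879 in PWK, 105 and 560 in WSB, 292 and 563 in x129, 103 and 873 in xCAST, 13 and 19 in xNOD, 42 and 300 in xNZO, and 4 and 23 in xWSB. The 0 was without TM replicate 2 of 129, where 934 genes rose at an unadjusted p below 0.05. Over the 24 such fits in the founder strains, the union lay between 987 and 1636, the genes in all 8 strains between 0 and 22, in 1 strain only between 449 and 822, in 2 to 7 between 519 and 793, the lowered genes between 859 and 1669 and the genes with a strain effect between 196 and 342. Each upper end but that for all 8 strains was without TM replicate 3 of NZO. The strain groups were the same in all 40 fits. In B6 and CAST, and for the smaller arm of other genotypes, leaving out a library leaves 1 in an arm, and no test was run.

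Of the calls of named genes under alternatives other than leaving out each library in turn, 270 were weaker, 422 stronger, 3 moved and 0 reversed. These include the edgeR tests on recovered reads, which lack the 2 libraries without recovered reads. When 1 library was left out, 392 were weaker, 76 stronger, 29 moved and 0 reversed. In the tests on simulated data, 40.5% of the changed genes were recovered in A, 50.5% in 129 and 94% in PWK. The counts of 44, 40 and 810 differ by far more than that. This cannot tell how much of the difference comes from replicate spread. The simulated changes were all larger than 1.5 fold, and deviations that many genes share were not simulated. Genes with few reads are limited by depth, and a gene listed at 0 was not detectable.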

Differences from the paper's values

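The likelihood ratio tests and the settings that match S2 Table were tests chosen after seeing the values, and the other alternatives named here were set before the data were examined.

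The paper gives 2182 ER stress-induced genes, against 1075 here. FDR 5% (1711) and leaving out TM replicate 3 of NZO (1636) brought the number within 1.5 fold, as did the likelihood ratio test in each strain (1485), chosen after seeing the values. The other alternatives did not. For genes induced in all 8 strains, the paper gives 214 and 19 were found here, and no alternative closed the gap. The paper's share of these genes is 10%, against 1.8% here. The share was 11.2% with 1 fit over the 40 founder libraries, and 7.1% and 12.4% with the likelihood ratio test in each strain and in 1 fit, both chosen after seeing the values. For genes induced in 1 strain only, the paper gives 829, against 481 here. The number was 799 at FDR 5%, 558 with the replicate block, 822 without TM replicate 3 of NZO and 623 with the likelihood ratio test in each strain, chosen after seeing the values. For genes induced in 2 to 7 strains the paper gives 1139, against 575 here, with 841 at FDR 5% and 793 without TM replicate 3 of NZO.

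The paper gives a strain effect for 14.5% of the ER stress-induced genes, against 22.9% here. The smallest adjusted p in S2 Table implies 2182 tests, against 1075 here. The shares and the adjusted p below therefore rest on different sets of genes. The stricter filter (20.3%) brought it within 1.5 fold, as did leaving out 1 of several TM libraries of 129, NOD, NZO, PWK and WSB (18.2% to 21.3%), and the other alternatives did not. The paper's number of such genes, 317, and the 246 found here differ by less than 1.5 fold. The paper's adjusted p of the strain effect is 0.009 for Nfkb1, against 0.00557 here (limma), and the unmoderated F test brought it within 1.5 fold. It is 0.003 for Nfkb2, against 0.00149 here (limma), and neither a pseudocount of 1, the unmoderated F test, the interaction nor adjustment over all genes past the filter brought it within 1.5 fold. It is 0.002 for Relb, against 0.000813 here (limma), and of the same 4 alternatives only all genes past the filter did (0.0025, limma).

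S2 Table gives the strain medians on another scale. With a pseudocount of 0.25, chosen after seeing the values, the medians of the 10 named genes outside A differed from the table's by at most 0.001, and those in A by up to 0.177. In A, the paper's median log2(TM/control) of Apobec1 is 1.973, against 2.253 here and 2.150 with that pseudocount. For Agpat9 in A the paper's value is 0.940, against 0.884 here and 0.872 with that pseudocount, and for Mmp9 in A it is 1.415, against 1.524 here and 1.508. With the mean of the controls of A as its reference in place of the median, a pseudocount of 0.25 and the unmoderated F test, 767 of the 767 genes in S2 Table had a p within 1% of the table's. The methods state the median control. With those settings 241 genes (22.4%) had a strain effect here, 209 of them among the 246. With the p matched, what still differs from the paper is the set of genes tested, 2182 there and 1075 here.

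The paper counts Xbp1, Atf4 and Hyou1 among genes upregulated in all strains. Here each was past the threshold in 5 of 8 strains and raised in all 8. With 1 fit over the 40 founder libraries, and with both likelihood ratio tests, chosen after seeing the values, all 3 passed in 8 strains. Among the other genes it names as common, 1 fit over the founder libraries gave 8 strains for Cpox, Arid5a, Zfp191, Cdyl, Rbm39, Snhg1, Snhg12, 9430008C03Rik and Zfp238, and the likelihood ratio test in each strain gave 8 for Rab39b, Cpox, Arid5a, Rbm39, Snhg1, Snhg12, 5430416N02Rik and 9430008C03Rik. With the likelihood ratio test in 1 fit Zfp202 and Ftsjd1 also passed in 8. Oxnad1, Mex3b and 2410006H16Rik passed in 8 strains in none of these. Sil1 was past the threshold in no strain here. It passed in WSB with the likelihood ratio test in each strain (log2 fold change 0.69).

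The paper states that each of 5 noncoding RNAs changed by over 2 fold in all strains. By the limma fold change 4 of the 5 did here, and 2410006H16Rik did in 4 of 8 strains, with 1.81 fold in NZO. By its median log2(TM/control), 2410006H16Rik was below 2 fold only in B6 (0.883) and NZO (0.747). The paper names Rela among NF-kB family members that vary between strains, at an adjusted p of 0.03 (ANOVA). That is above the paper's own FDR of 1%. Here Rela was past the threshold for induction in no strain. Its strain effect had an adjusted p of 0.138 (limma), adjusted over all genes and not over the induced genes alone. Ifnar1 and Slc25a38, which the paper lists among genes with a strain effect, were past the threshold in no strain. Without TM replicate 3 of NZO, Ifnar1 passed in NZO (log2 fold change 0.59). For Dhrs11, also listed there, the adjusted p was 0.0222 here (limma), and it passed neither with a pseudocount of 1, nor with the unmoderated F test, nor in the interaction test. Of the 10 genes that the paper ranks first, 7 were among the 10 smallest adjusted p here, and Lcn2 and Casp4 ranked above most of them. With the unmoderated F test 9 of the 10 were. The legend of Fig. 2 gives Spearman correlations, but the values of S4 Table lie closer to Pearson's r here (median absolute difference 0.026) than to Spearman's rho (0.095).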

Other observations

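In this part, the tests of control levels for the strain groups, of other splits of the libraries and of permuted strain labels were set before their results were seen. The tests of levels in 129, NOD and WSB alone, of the canonical response (with the mean and with the median over its genes), of simulated strain effects, of GC content, of replicate spread, of genes induced in 1 strain, of random gene sets, of the F1 canonical response and of U90926 were chosen after.

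Higher control levels were tested as the cause of the lower inflammation response of 129, WSB and NOD. Over the 8 strains, the Pearson r of control level and response was -0.294 (exact permutation p = 0.487), and 0.428 without 129 and B6. The planned relation with the TM level (r 0.855) decides nothing, as the response is the TM level less the control level. As the cause for all 3 strains, higher control levels are argued against by WSB. Its controls were above the median of the high-response strains for 16 of 39 genes (median difference -0.157) and its TM levels for 7 (-1.179), and the medians of its TM libraries (-1.078 to -0.945) lay below those of every high-response strain (the lowest was -0.662, in CAST). Control levels in 129 were above the median of the high-response strains for 26 of 39 genes (median difference 0.36), and TM levels for 12, so for 129 a higher start and a weaker response cannot be told apart, as the same genes enter both. For NOD the numbers were 20 (median difference 0.037) and 11 (-0.262). Its TM libraries lay within the range of the high-response strains, and its mean control level (2.066) lay above that of each of them. The medians of its control libraries (0.022 to 0.037) lay below those of A (0.131 to 0.181) and NZO (0.091 to 0.098). They were above those of B6 and CAST and within the range of PWK (-0.042 to 0.083). For NOD too, a higher start and a weaker response cannot be told apart. A weaker response to TM as a whole also stays open. The mean log2 response of 5 canonical ER stress genes was 1.992 in NOD, 2.133 in 129 and 2.342 in WSB. In the high group it was 1.958 in CAST, 2.0 in B6, 2.168 in PWK, 2.35 in NZO and 2.422 in A. Its Pearson r with the inflammation response was 0.302 (exact permutation p = 0.45), and -0.321 without A and NZO. With the median over the 5 genes it was 0.438 (exact permutation p = 0.279), and 0.623 without CAST and NZO. By that median A (1.94), NZO (1.99) and B6 (1.79) lay above all 3 low strains. PWK (1.60), also in the high group, lay below NOD (1.69) and WSB (1.73), and CAST (1.37) was lowest. Genetic differences between strains stay open and were not tested.

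The number of induced genes was lower in genotypes with a larger residual SD (Spearman rho -0.835 over 13 genotypes, p = 0.00063 from 100000 permutations, and -0.782 without A and xWSB). Over the 8 founder strains rho was -0.762 (exact permutation p = 0.037). Replicate spread may therefore be the source of part of the difference in counts between genotypes. Of the genes induced in 1 founder strain only, 81.3% changed by 1.5 fold or more in another strain, so thresholds missed in other strains may account for many of them. Of the 481, 4 had a strain by treatment interaction.

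In 100 simulated sets with 1 response per gene and the shuffled deviations of the real libraries, the test with the median control as a fixed reference called a median of 7.5 genes and up to 658, and 12 sets had 246 or more. Deviations of single libraries that many genes share could thus give a count of this size. With permuted strain labels, 1 of 100 regroupings, the real one, had as many. In the interaction test the simulated sets gave 0 genes in each, against 42 observed, so such deviations are argued against as the cause of those 42. The interaction with the GC and length correction gave 87 genes, 39 of them among the 42. Differences between strains, or between the cell preparations of the strains, stay open for these genes, as a hypothesis. The replicates of a strain are cultures of the same pooled MEFs, so the test does not measure spread between litters.

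Splits of the 6 libraries of A, PWK, x129, xNZO and xWSB into 3 and 3 gave 1 of 10, the real one, with as many changed genes in each case (45, 1358, 771, 199 and 25), and the other splits gave 0. With 10 splits the share cannot fall below 0.1. At an unadjusted p below 0.05, the real split of A had 1396 genes and the highest other 1854, and for xWSB the numbers were 1103 and 1061. For PWK they were 1878 and 102, for x129 1273 and 166, and for xNZO 1053 and 281. Of the 10 splits of xWSB, 4 part all pairs of the same replicate number, and the highest other among these had 788.

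Log2 fold changes fell with the GC content of the transcript in all 13 genotypes (rho from -0.565 to -0.093), so bias that differs at random between libraries is argued against. Median GC content was 45.4% in induced, 53.8% in lowered and 49.7% in other genes. A library bias that goes with TM treatment and a difference in the genes that respond stay open, since treatment was not separated from handling.

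The 111 correlated pairs of inflammation genes were reached by 282 of 10000 random sets of 39 induced genes and by 90 of 10000 sets of 39 induced genes with a strain effect, so correlation that induced genes share in general is argued against. Of the other genes in S3 Table, 0 of 10000 sets reached 111 (median 52).

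The inflammation response, over 31 genes, was 1.65 in xCAST, above B6 (1.26) and CAST (0.97), and 0.79 in xNZO, below B6 and NZO (1.28). The exact permutation p was 0.1 in each case, the smallest that 3 against 2 or 3 libraries can give here. The differences were 0.38 and 0.68 in xCAST and -0.48 and -0.50 in xNZO. x129 (0.86) and xWSB (1.03) lay between their parents (0.62 and 0.77 in the paternal strains), and xNOD (0.87) below NOD (1.03). The mean response of the 5 canonical genes in xCAST was 0.274 above B6 and 0.316 above CAST (exact permutation p = 0.1 each), but with the median over the genes the differences were -0.091 and 0.325, so a stronger response to TM as a whole stays open. In xNZO the mean was 0.17 above B6 (0.044 with the median), which argues against a weaker response as a whole for the difference from B6. From NZO it differed by -0.18 (exact permutation p = 0.4, and -0.162 with the median), so there it stays open. Normalization apart from the founder set and the dose of each allele stay open.

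U90926, named after its values were seen, was the only gene induced in 1 strain and lowered in another. It rose in PWK from 2.53 ± 0.055 (SD, n = 3) to 8.93 ± 0.969 (SD, n = 3) and fell in B6 from 12 ± 2.62 (SD, n = 2) to 6.13 ± 0.00529 (SD, n = 2). The change in PWK lay between 1.69 and 1.83 (log2) in fits without 1 library. The interaction over all 13197 genes was not past the threshold (adjusted p = 0.315, limma, rank 103), so the difference is not shown.

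The endothelial marker list had a mean log2 level in controls of 0.58 in WSB, 0.18 in NZO, 0.13 in 129, -0.21 in B6, -0.41 in NOD, -0.46 in PWK, -0.84 in CAST and -0.86 in A. The epithelial list had 2.56 in PWK, 1.36 in NZO, 0.79 in CAST, 0.70 in NOD, 0.53 in WSB, 0.48 in B6, 0.18 in A and -0.61 in 129.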
